# Single cell sequencing reveals gene expression signatures associated with bone marrow stromal cell subpopulations and time in culture

**DOI:** 10.1186/s12967-018-1766-2

**Published:** 2019-01-11

**Authors:** Shutong Liu, David F. Stroncek, Yingdong Zhao, Victoria Chen, Rongye Shi, Jinguo Chen, Jiaqiang Ren, Hui Liu, Hee Joon Bae, Steven L. Highfill, Ping Jin

**Keywords:** Bone marrow stromal cells, Next generation sequencing, Single cell next generation sequencing, FGFR2, PLAT

## Abstract

**Background:**

Bone marrow stromal cells (BMSCs) are a heterogeneous population that participates in wound healing, immune modulation and tissue regeneration. Next generation sequencing was used to analyze transcripts from single BMSCs in order to better characterize BMSC subpopulations.

**Methods:**

Cryopreserved passage 2 BMSCs from one healthy subject were cultured through passage 10. The transcriptomes of bulk BMSCs from designated passages were analyzed with microarrays and RNA sequencing (RNA-Seq). For some passages, single BMSCs were separated using microfluidics and their transcriptomes were analyzed by RNA-Seq.

**Results:**

Transcriptome analysis by microarray and RNA-Seq of unseparated BMSCs from passages 2, 4, 6, 8, 9 and 10 yielded similar results; both data sets grouped passages 4 and 6 and passages 9 and 10 together and genes differentially expressed among these early and late passage BMSCs were similar. 3D Diffusion map visualization of single BMSCs from passages 3, 4, 6, 8 and 9 clustered passages 3 and 9 into two distinct groups, but there was considerable overlap for passages 4, 6 and 8 cells. Markers for early passage, FGFR2, and late passage BMSCs, PLAT, were able to identify three subpopulations within passage 3 BMSCs; one that expressed high levels of FGFR2 and low levels of PLAT; one that expressed low levels of FGFR2 and high levels of PLAT and one that expressed intermediate levels of FGFR2 and low levels of PLAT.

**Conclusions:**

Single BMSCs can be separated by microfluidics and their transcriptome analyzed by next generation sequencing. Single cell analysis of early passage BMSCs identified a subpopulation of cells expressing high levels of FGFR2 that might include skeletal stem cells.

**Electronic supplementary material:**

The online version of this article (10.1186/s12967-018-1766-2) contains supplementary material, which is available to authorized users.

## Background

Human bone marrow stromal cells (BMSCs), also known as bone marrow-derived mesenchymal stem cells (MSCs), are multipotent cells that have a central role in tissue regeneration, wound healing and maintenance of tissue homeostasis [1–3]. They are involved in a variety of processes such as immunomodulation, hematopoiesis and bone formation. Bone marrow stromal cells have been identified as a promising cell therapy for left ventricular failure due to ischemic heart disease, neurological disorders such as ischemic stroke and many other conditions [4–7].

BMSCs are heterogeneous and highly plastic; their phenotype is dependent on the state of their microenvironment [8]. BMSCs have at least two subpopulations: a skeletal stem cell population and a stromal cell population. Skeletal stem cells differentiate into bone, cartilage and fat. Stromal cells modulate immune function and inflammation, are involved in wound healing, and promote angiogenesis [9]. While BMSCs are being used in many clinical trials, the results have varied. This may be partially due to differences in BMSC manufacturing methods or the numbers of passages used to produce the final BMSC products. Our previous study showed some changes in BMSCs that were associated with time in culture, and we found that stem cell related genes, including Wnt and Notch signaling genes, were down-regulated in late passage BMSCs, suggesting that the early, middle and late passages of BMSCs may have different subpopulation ratios and different functions [10]. Limited by detection technologies, the characteristics of BMSC subpopulations are not completely understood. However, technology is now available for the evaluation of single cells, which allows for the identification and characterization of subpopulations of cells.

Microarray technology is a classic tool used to analyze gene expression profiling, but its usefulness is limited by the need for pre-selected probes of known transcripts and by results based on the analysis of mixed subpopulations of cells. On the other hand, RNA sequencing (RNA-Seq) offers many advantages for studying BMSCs including the ability to identify novel transcripts and increased sensitivity and specificity, which may reveal weakly expressed genes previously missed by microarray analysis. Furthermore, single cell RNA-Seq is able to analyze gene expression at the individual cell level, which is helpful for cell-to-cell genetic comparison and the potential identification of cell subpopulations.

In this study, we evaluated several passages of BMSCs from a single subject using both gene expression microarray and RNA-Seq technology. Both the unseparated or bulk cells and the single separated cells were analyzed in order to better understand BMSC subpopulations and changes in subpopulations with BMSC passage.

## Materials and methods

### Cell isolation and culture

Bone marrow collection and BMSC isolation and culture were performed according to a Standard Operating Procedure (SOP) established in our lab as previously described [10]. One vial of frozen passage 2 BMSCs was thawed and plated in T75 flasks following the SOP. During the serial culture, cells were seeded at 5000 cells/cm^2^ and harvested at 70–80% confluence. From passages 3 to 8, cells were passaged after 5 days of culture, and culture media was changed on day 3; from passages 9 to 10, the cells were passaged after 8 days of culture, and culture media was changed on day 3 and 6. Cells from each passage were cryopreserved in a solution containing 90% FBS and 10% DMSO for further studies.

### Flow cytometry analysis

BMSC surface markers were analyzed by flow cytometry. The cells were stained with: CD73 (CD73-PE, BD Bioscience, San Diego, CA), CD105 (CD105-APC, eBioscience, San Diego, CA), CD146 (CD146-PE, BD Bioscience), CD44 (CD44-APC, BD Bioscience), and isotype control. Data were collected on a FACSCalibur (BD Bioscience) and analyzed using FlowJo software (Tree Star, Inc., Ashland, OR). Greater than or equal to 80% of the cells expressed CD105, CD73 and CD90, and ≥ 60% of the cells expressed CD146, as measured by flow cytometry, and ≤ 5% of the cells expressed CD45, CD14, CD34, and CD11b.

### RNA isolation and quality control

Total RNA extractions were performed on samples from passages 2, 3, 4, 6, 8, 9, and 10 using RNeasy Mini Kit (Qiagen) according to the manufacturer’s protocol. RNA was quantified using Nanodrop 8000 (Thermo Scientific, Wilmington, DE). Total RNA quality was evaluated following isolation using a 2100 Bioanalyzer (Agilent Technologies, Santa Clara, CA). Samples with an RNA Integrity Number (RIN) value ≥ 8 were used for bulk cell RNA-Seq and MicroArray for gene expression analysis.

### Gene expression analysis of unseparated cells using microarrays

Microarray gene expression analysis was performed on 4 × 44 K Whole Human Genome Microarrays (Agilent Technologies, Santa Clara, CA, USA) according to the manufacturer’s protocol. In general, 200 ng of total RNA from each sample was amplified, labeled, and hybridized on the array chip using a Quick Amp Labeling kit (Agilent). Array images were obtained by Agilent Scan G2600D. Then images were extracted using Feature Extraction 12.0 software (Agilent). Partek Genomic Suite 6.4 (Partek Inc., St. Louis, MO, USA) was used for data visualization and hierarchical cluster analysis.

### Bulk cell mRNA next generation sequencing

cDNA library preparation was performed using the TruSeq Stranded Total RNA Library Prep Kit (Illumina, USA) according to the manufacturer’s protocol. In brief, the polyAcontaining mRNA molecules were purified from 4 μg of total RNA for each sample. After library preparation, cDNA library templates were generated. 2100 Agilent High Sensitive DNA chips (Agilent) were used for quality control. KAPA Library Quantification Kit (BioRad) was used for quantification and normalization before loading the samples onto an Illumina NextSeq 500 instrument for sequencing. Nextera 500 High Output v2 kit (150 cycles) was used for bulk cell RNA sequencing (RNA-Seq). PhiX Control v3 (Illumina) was used as a quality control for sequencing runs.

### Single cell mRNA next generation sequencing

Frozen cells from different passages were thawed and plated in T75 flasks for 5–7 days. Once they reached 70–80% confluence, cells were collected for single cell separation. Fluidigm C1 Single-Cell Auto Prep Array for mRNA-Seq (10–17 μm) and Fluidigm C1 system were used for cell capture following the Fluidigm protocol, then reverse transcription and cDNA amplification were performed using the SMARTer PCR cDNA Synthesis kit (Clontech, version 1) on the C1 unit.

Single-cell cDNA from validation cells were harvested for library preparation. Nextera XT DNA sample preparation kits and Index kits were used for library preparation following the manufacturer’s protocol. Single-cell cDNA libraries from each passage were pooled and cleaned up, then cDNA size distribution was examined by 2100 Bioanalyzer. This was followed by quantification and normalization with the KAPA Library Quantification Kit and BioRad CFX96 qPCR machine (BioRad). Single cell mRNA sequencing was performed on NextSeq 500 by using the NextSeq High Output v2 kit (300 cycles). PhiX Control v3 (Illumina) was used as a quality control for sequencing runs.

### Sequencing data analysis

BCL files generated by Illumina NextSeq were converted to standard FASTQ files following Illumina’s protocol (basespace.illumina.com). FASTQ files were imported to Partek Flow (Partek Inc., St. Louis, MO, USA) for base trimming, alignment (STAR 2.4.1d, hg19-RefSeq Transcripts 2016-5-2), and quality control. Reads were then quantified to annotation model (Partek E/M, hg19-RefSeq Transcripts 2016-5-2) to generate raw gene counts.

For bulk cell next generation sequencing, DESeq2 [11] was used for differential expression and pcaExplorer (https://github.com/federicomarini/pcaExplorer) for data visualization. For single cell next generation sequencing, SC3 [12] (http://biorxiv.org/content/early/2016/09/02/036558), scater [13] destiny were used for data visualization. Ingenuity Pathway Analysis (IPA) was used for functional pathway analysis.

## Results

### Gene expression analysis of unseparated BMSCs by microarray and RNA-Seq

#### Principal component analysis of microarray and RNA-Seq gene expression data

To validate RNA-Seq technology, we evaluated unseparated or bulk BMSCs by RNA-Seq and traditional microRNA gene expression analysis. 

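RNA of unseparated bone marrow stromal cells (BMSCs), adherent stromal cells expanded from marrow, was sequenced at 6 passages of 1 culture from 1 donor, with 1 library per passage. The seeding density was 5000 per cm2. Passages 4, 6 and 8 were cultured for 5 days each and passages 9 and 10 for 8 days each, and passage 2 was harvested 48 h after thawing. The libraries were made with a stranded total RNA kit after purification of RNA with a poly(A) tail. The authors trimmed the reads, aligned them to the human genome with STAR and assigned them to RefSeq transcripts with the Partek E/M method, which divides reads that match several transcripts among them. The deposited values are these estimated counts per gene, not normalized, and the sources used here do not give the strand setting of the counting.

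Each library holds 26951 gene entries, of which 26807 were used. XIST, TSIX and the genes of the Y chromosome were left out of every step. Between 3891 and 5084 values per library were not whole and were rounded. Total counts ranged from 17800552 in passage 2 to 54803070 in passage 9, with a median of 34786433. FN1, which encodes fibronectin, took from 4.57% of the counts in passage 2 to 9.58% in passage 4, and the 10 most abundant genes together took from 13.0% to 22.6%.

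Early passages (4 and 6) and late passages (9 and 10) were compared with the quasi-likelihood test of edgeR on counts scaled by TMM. The 2 libraries of each group are different passages of the same culture, not separate cultures, so each p measures a difference only against the spread between neighbouring passages. Log2 fold changes are early minus late, so a negative value means higher expression in late passages. A slope on passage number over the 6 libraries, in log2 units per passage, was tested with the same tool. Single genes were called at an adjusted p under 0.05. Normalized counts per passage are scaled to the mean effective library size, and their 95% intervals (exact Poisson) cover counting error only, since no passage has a replicate. Positions are on GRCh37.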

Six BMSC passages (passages 2, 4, 6, 8, 9 and 10) were analyzed. Principle Component Analysis (PCA) based on the entire RNA-Seq (Fig. 1a) and microarray data sets (Fig. 1b) showed similar results. 

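In the principal components of log2 CPM (counts scaled to the library size) over 14391 expressed genes, the first component ordered the libraries by passage. Its scores were -73.3 in passage 2, -22.5 in passage 4, -11.3 in passage 6, 16.1 in passage 8, 26.2 in passage 9 and 64.8 in passage 10. The second component placed passages 4, 6 and 8 at -39.7, -32.5 and -23.8, and passages 9, 10 and 2 at 26.4, 25.6 and 44.0. The first component held 44.4% of the variance and the second 25.9%. The third held 13.6% and separated passage 9 (41.6) from passage 10 (-32.2). The data were centred by gene and not scaled, and the components carry no test because each passage is a single library.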

Passages 4 and 6 cells were grouped together as were passages 9 and 10 cells, but the two groups were distinct from each other. Similarity matrix analysis of RNA-Seq data (Fig. 1c) and hierarchical clustering analysis of the microarray data also grouped passages 4 and 6 together as well as passages 9 and 10 (Fig. 1d). 

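By Euclidean distance on log2 CPM, the closest transcriptomes were those of passages 6 and 8 (64.4), followed by passages 4 and 6 (67.3) and passages 4 and 8 (78.8). Passages 9 and 10 lay 86.5 apart. The distances between early and late passages ran from 87.6 (6 and 9) over 102 (4 and 9) and 109 (6 and 10) to 116 (4 and 10). Between passages 4 and 6, 497 genes differed by more than 2-fold, between passages 9 and 10, 1341, and between passages 4 and 10, 2439. Average linkage clustering joined passages 6 and 8 first and then passage 4 (height 73.0), joined passages 9 and 10 separately, and merged both branches at 97.8. With 3 clusters, passage 2 stood alone, passages 4, 6 and 8 formed one cluster and passages 9 and 10 the other, and each of the 7 alternative settings gave the same 3 clusters.

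The late pair was only slightly closer than the nearest early and late libraries, with a ratio of 0.986, and over the 500 most variable genes it was farther apart (1.02). The library nearest to passage 9 was passage 8, except with each gene scaled to unit variance, where it was passage 10.

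**Figure D1:**
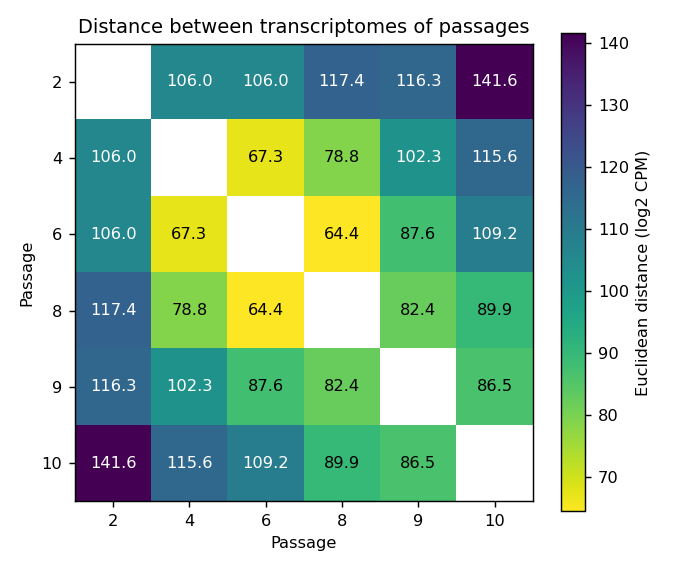
Euclidean distance on log2 CPM over 14391 genes between each pair of the 6 passages, with both axes giving the passage and the color the distance. Passages 4, 6 and 8 form the block of smallest distances, and passage 2 lies at least 106.0 from every other passage.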

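At passage 8, genes that distinguish early from late passages lay between the early and the late level, on average closer to the early one. Over the 129 single-copy genes called as higher in early passages, the median position of passage 8 was 0.369 on a scale from 0 (early mean) to 1 (late mean), and over the 209 genes called as higher in late passages it was 0.374. Passage 2 lay at 0.397 over the first genes (95% interval over genes 0.227 to 0.528) and at 0.179 over the second (0.0930 to 0.264), so a shift of this size over the first genes is not particular to passage 8. COLEC12, a scavenger receptor of the collectin family, had 2755 normalized counts in passage 4, 1957 in passage 6 and 2100 in passage 8, and then 262 in passage 9. ITGA2, the integrin alpha 2 subunit that binds collagen, had 899 normalized counts in passage 6, 3007 in passage 8 and 7985 in passage 9. Replication-dependent histone genes had higher values in passage 8 than in the mean of passages 4 and 6, by a median of 1.07 on the log2 scale over 19 genes (15 higher), above all 10000 random lists of matched expression. Contractile genes had lower values, by a median of -0.66 (18 of 20 lower), below all of the random lists. Also below all of them were G2 and M phase genes (-0.58, 47 of 51 lower), S phase genes (-0.25, 38 of 42 lower) and hypoxia and glycolysis genes (-0.35, 28 of 32 lower). So were integrated stress response genes (-0.22, 32 of 40 lower) and ribosomal protein genes (-0.12, 68 of 87 lower). Above all of them were cholesterol synthesis genes (0.29, 23 of 24 higher). Random lists hold unrelated genes, while the genes of a list can rise or fall together. For a single library, a place outside the random lists is therefore no test of a difference between passages.

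The 95% intervals of the median positions over genes were 0.320 to 0.416 and 0.351 to 0.427, and the genes were chosen without passage 8. At an adjusted p under 0.01 and a log2 fold change over 1, edgeR called 0 genes between passage 8 and early passages and 0 between passage 8 and late passages, with 570 and 1498 genes at an unadjusted p under 0.05. DESeq2 called 17 and 79 genes. Without passage 9 edgeR called 7 and 55, and without passage 10 it called 6 and 13. Passage 8 is a single library and was assumed to vary like the early and late pairs.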

RNA-Seq found that passage 8 cells were similar to passages 4 and 6 cells while microarray analysis found that passage 8 cells were separate from passages 4 and 6 group and passages 9 and 10 group. These data highlight the consistency of microarray and RNA-Seq technology when used to analyze BMSCs in bulk.

**Fig. 1:**
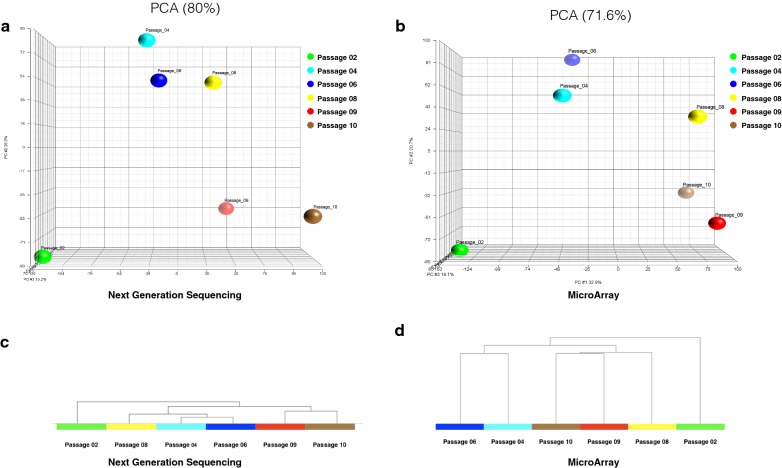
Transcriptome analysis of serial passages of unseparated BMSCs using microarrays and next generation sequencing. PCA analysis of gene expression data from passages 2, 4, 6, 8, 9 and 10 BMSCs obtained by RNA-Seq are shown in **a** and by microarray analysis in **b**. Similarity matrix analysis of BMSC transcriptomes obtained by RNA sequencing is shown in **c**. Hierarchical clustering analysis of BMSC transcriptomes obtained using gene expression microarrays is shown in **d**

#### Expression of classic BMSC makers as determined by RNA-Seq analysis of unseparated cells

According to the ISSCR (International Society for Stem Cell Research) and ISCT (International Society for Cellular Therapy) [14], MSCs should express CD90 (THY1), CD73 (NT5E), CD105 (ENG), CD146 (MCAM) and CD166 (ALCAM), but lack expressions of CD11b, CD14, CD45 and CD34. After normalizing the bulk BMSC RNA-Seq data, the expression of these markers was analyzed (Fig. 2a, b). 

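CD73 (NT5E), an ectonucleotidase, was expressed in every passage, with 11544 in passage 2, 6430 in passage 4, 8286 in passage 6, 11595 in passage 8, 16750 in passage 9 and 19854 in passage 10 (normalized counts). CD90 (THY1), a surface protein anchored by glycophosphatidylinositol, rose with passage, from 19278 normalized counts in passage 2 through 24276, 26398, 30303 and 33207 to 41062 in passage 10. CD105 (ENG), a co-receptor for TGF-beta, had 16232 normalized counts in passage 2, then 17592, 17376, 22833 and 22457, and 38029 in passage 10. Of the 5 listed stromal surface markers, NT5E was called between early and late passages, with higher expression late, and 4 were called as higher late when adjusted over the list alone. As a group the list was higher in late passages (camera, adjusted p = 0.0138, and adjusted p = 0.541 with an estimated correlation).

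NT5E lies on chromosome 6 from 86159302 to 86205509. Its log2 fold change was -1.31 (standard error 0.18, adjusted p = 0.0445 from edgeR), and its slope over the 6 passages was 0.12 per passage (adjusted p = 0.186). THY1, on chromosome 11 from 119286186 to 119295695, had a slope of 0.12 per passage (standard error 0.02, adjusted p = 0.0362), and ENG, on chromosome 9 from 130577292 to 130616937, one of 0.13 (standard error 0.04, adjusted p = 0.0780). The call of NT5E was lost without passage 4 (adjusted p = 0.410) and without passage 6 (0.199). The slope of THY1 missed the threshold without passage 2 (0.0598), 4 (0.0623), 6 (0.0918), 8 (0.0806) or 10 (0.156).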

The RNA-Seq gene expression analysis showed that all passages expressed the classic surface markers CD73, CD90 and CD105 and that their expression increased with each passage. All BMSC passages also expressed CD146 and CD166. 

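CD166 (ALCAM), an adhesion molecule of the immunoglobulin superfamily, had 15897 normalized counts in passage 2 and 10904 in passage 4, followed by 12035 in passage 6, 16564 in passage 8, 25154 in passage 9 and 17731 in passage 10. CD146 (MCAM), an adhesion molecule that also marks pericytes, stayed between 5611 (passage 8) and 8887 (passage 9), with 7439 in passage 2, 8315 in passage 4, 8833 in passage 6 and 5715 in passage 10. Neither gene passed the test between early and late passages. The log2 fold change was -0.90 for ALCAM (standard error 0.20, adjusted p = 0.0786 from edgeR) and 0.24 for MCAM (standard error 0.23, adjusted p = 0.539). Their slopes were 0.08 (adjusted p = 0.307) and -0.03 (adjusted p = 0.608) per passage. The list of 8 pericyte markers was not called either (camera, adjusted p = 0.7, with 1 gene called as higher early over the list alone and 0 over all genes).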

The expression of CD166 increased with each passage through passage 9, but the expression of CD146 changed very little (Fig. 2a). As expected, the expression of CD14, CD34 and CD45 was minimal (Fig. 2b). 

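CD45 (PTPRC), the tyrosine phosphatase common to leukocytes, had from 3.25 normalized counts in passage 2 to 13.5 in passage 10. CD34, a marker of hematopoietic progenitors and endothelium, had between 10.1 (passage 4) and 20.2 (passage 8). Of 24 listed markers of macrophages and other leukocytes, 7 were expressed enough to be tested between early and late passages, 0 were called by edgeR over all genes, and 1 was higher early and 1 higher late when adjusted over the list alone. The list did not move as a group (camera, adjusted p = 0.755). In the slope over the 6 passages, 2 of 8 tested members fell. CD74, the invariant chain of MHC class II, went from 229 normalized counts in passage 2 to 14.4 in passage 10 (slope -0.45, standard error 0.05, adjusted p = 0.0147), and CORO1A, an actin-binding protein of leukocytes, from 227 to 18.0 (slope -0.36, standard error 0.07, adjusted p = 0.0347).

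The raw counts of PTPRC were 2 to 17 per library, and the 95% intervals of its normalized count were 0.394 to 11.7 in passage 2 and 7.54 to 22.2 in passage 10. The slope of CD74 missed the threshold without passage 10 (adjusted p = 0.0635), and that of CORO1A without passage 2, 6, 8 or 10 (0.157, 0.0762, 0.0830 and 0.144).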

CD11b was not expressed by any of the passages. 

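CD11b (ITGAM), the integrin alpha M subunit of myeloid cells, lies on chromosome 16 from 31271288 to 31344213. It had 0 counts in all 6 libraries. A true level of up to 3 counts in a library is compatible with 0, so expression below that level was not detectable at this depth.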

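CD14, a co-receptor for bacterial lipopolysaccharide, had 8.12 in passage 2, 24.6 in passage 4, 13.8 in passage 6, 9.40 in passage 8, 21.3 in passage 9 and 52.1 in passage 10 (normalized counts). These rest on 5 to 58 raw counts per library. The 95% interval was 2.64 to 19.0 in passage 2, 15.4 to 37.3 in passage 4, 3.78 to 19.4 in passage 8 and 39.5 to 67.3 in passage 10. Neither the slope over the passages (0.21 per passage, standard error 0.11, adjusted p = 0.266 from edgeR) nor the difference between early and late passages (log2 fold change -0.90, standard error 0.60, adjusted p = 0.376) passed the test. The panel of CD14, CD34 and CD45 was not called as a list between early and late passages (camera, adjusted p = 0.287) or in the slope (0.293).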

The expression of CD14 increased slightly with passages (Fig. 2b).

**Fig. 2:**
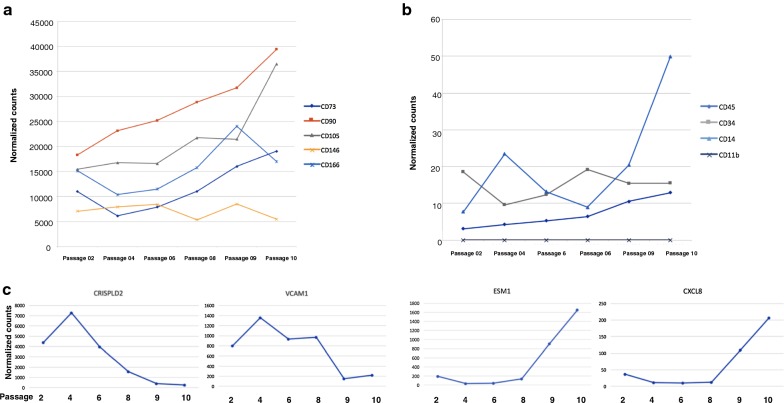
Expression of stromal cell marker genes by BMSCs as measured by RNA-Sequencing. The transcriptome of BMSCs from passages 2, 4, 6, 9 and 10 was analyzed by RNA-Seq. The expression of stromal cell markers CD73, CD90, CD105, CD146 and CD166 are shown in **a** and the expression of hematopoietic cell markers in CD45, CD34, CD14 and CD11b in **b**. The expression of four genes differentially expressed among early and late passage cells is shown in **c**. Among the genes whose expression was greatest in early passage BMSC, the fold difference was greatest for CRISPLD2, and VCAM1 is a functionally important gene. Among the genes whose expression was greatest in late passage BMSCs, the fold difference was greatest for ESM1, and CXCL8 is a functionally important gene

#### Identification of differentially expressed genes among early and late passage unseparated BMSCs using RNA-Seq

Based on the unsupervised clustering analysis of both the RNA-Seq and microarray data, we classified passages 4 and 6 cells as early passages and passages 9 and 10 as late passages. Then we compared genes differentially expressed in early and late BMSC passages. We identified a set of 532 differently expressed genes using the RNA-Seq data (adjusted p value < 0.01, log2 fold change > 1) (Additional file 1: Table S1). 

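Between early and late passages, 347 genes differed at an adjusted p under 0.05 in edgeR, 135 with higher expression in early and 212 with higher expression in late passages. Of these, 269 changed by more than 1 on the log2 scale, 105 higher early and 164 higher late, while glmTreat, which tests against a change of that size, called 2. The integrin genes ITGA2 and ITGB8 were among them, ITGA2 higher late and ITGB8 higher early. The test covered 13755 genes with enough counts.

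At an adjusted p under 0.01 and an absolute log2 fold change over 1, edgeR called 0 genes. The smallest adjusted p was 0.0246, that of ITGA2, and 3761 genes had an unadjusted p under 0.05. DESeq2 called 650 genes at these thresholds (281 higher early, 369 higher late) and DESeq2 with a normal prior on the fold changes 543 (233 and 310). Without passage 9 edgeR called 806 and without passage 10 it called 74. The count at an adjusted p under 0.05 was 8 without passage 4, 2 without passage 6, 3749 without passage 9 and 1845 without passage 10. None of the 347 genes stayed called without passage 4 or without passage 6, although all 347 kept their direction.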

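BZRAP1, a scaffold protein of presynaptic terminals, COLEC12, HR, a corepressor of nuclear receptors, and KRT23, a keratin, fell in late passages. Their log2 fold changes were 4.16 (standard error 0.26, adjusted p = 0.0275 from edgeR), 3.16 (standard error 0.20, adjusted p = 0.0275), 4.26 (standard error 0.35, adjusted p = 0.0311) and 3.42 (standard error 0.27, adjusted p = 0.0287). TMEM119, an osteoblast transmembrane protein, fell from a mean of 3296 normalized counts to 250 (3.71, standard error 0.55, adjusted p = 0.0487). DDIT4L, CCKAR and RCOR2 changed by 3.41, 3.16 and 3.16. LMO2, a transcription cofactor of blood and endothelial cells, rose from a mean of 16.1 normalized counts to 363 (-4.44, standard error 0.34, adjusted p = 0.0275), and MYCT1, a MYC target expressed in endothelium, from 13.2 to 233 (-4.13, standard error 0.26, adjusted p = 0.0275). ITGA2 changed by -3.28 (standard error 0.15).

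Several of the largest fitted changes rest on few counts. DHRS9, a dehydrogenase of retinoid metabolism, had 2 raw counts in each of passages 4, 6 and 8, and 117 and 145 in passages 9 and 10. LINC01468 had 1 and 3 counts early and 157 and 126 late, and IL13RA2, a decoy receptor for interleukin 13, 5 and 0 early and 157 and 109 late. PRSS3 (mesotrypsin) had 5.60 and 6.45 normalized counts early and 84.7 and 204 late. IL1RL1, MUC13, OSTN-AS1 and ITGB6 had at most 1 count per early library and between 27 and 137 per late library. KIAA0408 had 39 and 20 counts early and 0 and 1 late. LOC100507642 had 40.3 and 34.1 normalized counts early and 3.23 and 5.39 late.

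Of the genes the paper lists in Table 1 with a positive fold change, 22 of 25 were called here. BAALC (log2 fold change 2.90, adjusted p = 0.0625), DES (3.44, adjusted p = 0.0607) and VWA1 (3.13, adjusted p = 0.0602) were not. All 25 with a negative fold change were called. The paper selected these genes on the same libraries, so their direction is not independent evidence. Every call named here is lost without passage 4 and without passage 6, where the smallest adjusted p, both of COLEC12, were 0.0694 and 0.0745.

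**Figure D2:**
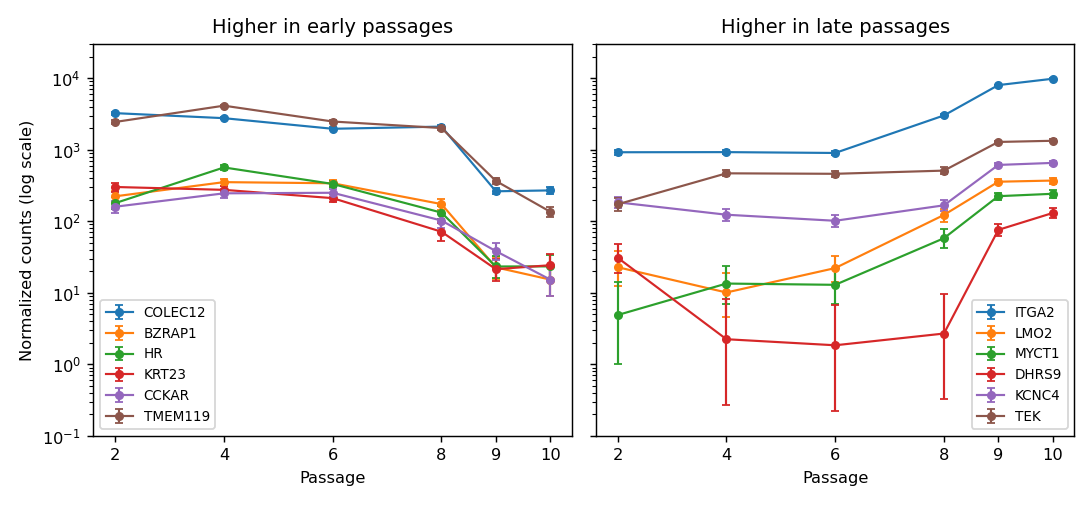
Normalized counts on a log scale against passage for 6 genes higher in early passages (left) and 6 higher in late passages (right). Points are single libraries and bars are 95% Poisson intervals of the count, which cover counting error only. COLEC12 and TMEM119 stay near their early level to passage 8, while LMO2 and ITGA2 are higher in passage 8 than in passage 6.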

The 25 genes with the greatest fold decrease among early passage BMSCs compared to late passage BMSCs and the 25 with the greatest fold increase in early passage BMSCs compared to late passage cells are shown in Table 1.

**Table 1:** The 25 genes with the greatest fold decrease and 25 genes with the greatest fold increase among early passage BMSCs compared to late passage

25 genes with greatest fold decrease			25 genes with greatest fold increase		
Gene name	Fold change (Log2)	adj.p	Gene name	Fold change (Log2)	adj.p
CRISPLD2	3.438522292	2.15E−31	ESM1	− 4.06046951	1.62E−40
BZRAP1	3.435446804	3.23E−30	LMO2	− 3.521932491	1.95E−27
HR	3.358320968	1.07E−24	MYCT1	− 3.224349082	2.39E−22
DDIT4L	2.878150028	1.37E−22	ITGA2	− 3.130634867	2.28E−71
COLEC12	2.867107804	5.03E−37	FAM180A	− 3.071039961	8.57E−25
KRT23	2.734415717	5.29E−17	LINC01468	− 3.050530756	5.72E−14
TSPAN18	2.3851619	2.04E−13	PLAT	− 3.02360288	2.68E−21
CCKAR	2.311341723	1.30E−09	PCDH10	− 2.827869011	1.11E−22
ITGB8	2.303574161	9.65E−34	DHRS9	− 2.765618004	4.80E−11
OLFML2B	2.292413715	8.62E−14	SHANK2	− 2.613657452	2.81E−20
VCAM1	2.2814846	2.75E−16	BMP6	− 2.611030064	1.78E−15
VWA1	2.276678575	2.50E−09	DUSP4	− 2.574836081	1.65E−12
INHBE	2.259102004	2.37E−11	MYPN	− 2.565054834	8.10E−13
RBP1	2.210166017	1.17E−08	OLR1	− 2.528322633	2.36E−15
PIM1	2.141091315	2.35E−15	PRSS3	− 2.526358137	2.35E−09
FGFR2	2.104662461	6.31E−12	CXCL8	− 2.525510167	2.50E−10
DCLK1	2.10464492	1.54E−16	IL13RA2	− 2.509289508	5.46E−09
BAALC	2.081623838	1.16E−07	P2RX5	− 2.383293998	3.68E−11
RCOR2	2.021028143	1.99E−06	PCOLCE2	− 2.343508238	4.83E−16
DES	1.973048748	9.27E−06	HIST1H1C	− 2.335473076	4.01E−18
LRRC2	1.960590792	1.37E−08	KCNC4	− 2.284954823	2.29E−22
FBXL22	1.940950509	5.91E−06	COL13A1	− 2.224222192	4.53E−13
ABCC3	1.935121057	1.26E−10	LIPG	− 2.17991959	1.85E−08
NREP	1.921436126	6.94E−16	C11orf87	− 2.161091526	3.82E−10
ARHGAP28	1.890479851	4.54E−08	CALB2	− 2.147443644	3.62E−09

Next, we selected the genes Cysteine-rich secretory protein LCCL domain-containing 2 (CRISPLD2) and Endothelial cell-specific molecule 1 (ESM1), which had the largest fold changes in early and late passage cells respectively (Table 1) and investigated their expression in all 6 passages. CRISPLD2 expression was high in early passage cells and then decreased gradually beyond passage 4 and ESM1 expression increased gradually from passage 4 (Fig. 2c). 

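CRISPLD2, a secreted protein with a cysteine-rich secretory domain, had 4633 in passage 2, 7628 in passage 4, 4166 in passage 6, 1635 in passage 8, 409 in passage 9 and 278 in passage 10 (normalized counts). ESM1 (endocan), a proteoglycan secreted by endothelial cells, had 203 in passage 2, 39.2 in passage 4, 47.0 in passage 6, 148 in passage 8, 952 in passage 9 and 1716 in passage 10. Mean CRISPLD2 expression was 17.2-fold higher in early than in late passages, and mean ESM1 expression 31-fold higher in late than in early passages. CRISPLD2 lies on chromosome 16 from 84853591 to 84954374 and ESM1 on chromosome 5 from 54273695 to 54318499.

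The log2 fold change of CRISPLD2 was 4.10 (standard error 0.38, adjusted p = 0.0382 from edgeR) and that of ESM1 -4.93 (standard error 0.37, adjusted p = 0.0275). Neither slope over all 6 passages passed the threshold (-0.60 per passage, adjusted p = 0.0543, and 0.45, adjusted p = 0.175). Without passage 4 and without passage 6 the adjusted p were 0.0788 and 0.0916 for CRISPLD2, and 0.264 and 0.15 for ESM1.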

We also investigated the expression of Vascular Adhesion Molecule 1 (VCAM1) and CXCL8, which were among the most differentially expressed genes and which have been shown to be important BMSC functional genes. The expression of VCAM1 was greatest on passage 4 cells and then decreased with passage while that of CXCL8 increased after passage 8 (Fig. 2c).

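VCAM1, an adhesion molecule that binds leukocyte integrins, had 840 in passage 2, 1428 in passage 4, 979 in passage 6, 1016 in passage 8, 162 in passage 9 and 228 in passage 10 (normalized counts). CXCL8, the chemokine interleukin 8, had 39.0 in passage 2, 12.3 in passage 4, 11.1 in passage 6, 13.4 in passage 8, 115 in passage 9 and 215 in passage 10. The VCAM1 intervals of passage 6 (921 to 1040) and passage 8 (945 to 1091) overlap. Mean VCAM1 expression was 6.18-fold higher in early passages, a log2 fold change of 2.64 (standard error 0.27, adjusted p = 0.0422 from edgeR). For CXCL8 the log2 fold change was -3.80 (standard error 0.48, adjusted p = 0.0436), on 11 and 12 raw counts in the early and 178 and 240 in the late libraries.

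VCAM1 lies on chromosome 1 from 101185298 to 101204601 and CXCL8 on chromosome 4 from 74606236 to 74609433. Neither call held without passage 4 (adjusted p = 0.262 and 0.368) or without passage 6 (0.134 and 0.217).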

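Before the data were examined, 37 gene lists were chosen, and genes with copies were removed from them afterwards. Values in the paper's tables, which come from the same libraries, had been seen when the lists were chosen. Lists that hold such genes, as the endothelial list holds ESM1, LMO2 and MYCT1, were thus not chosen blind to these data. Of these lists, 8 were higher in late passages and 3 in early passages (camera, adjusted p under 0.05). With an estimated correlation 0 were called, and 0 by fry. Of 24 listed endothelial markers, only 10 had enough counts to be tested, 7 with higher values late and 3 with higher values early. As a list these 10 were higher late. Called as higher late were 4 of them, ESM1, MYCT1, LMO2 and TEK, the angiopoietin receptor (-1.49, standard error 0.11, adjusted p = 0.0275 from edgeR), and 4 when adjusted over the list alone. Factors secreted by senescent cells were higher late, with 5 of 38 members called (13 over the list alone), among them PLAT, CXCL8, the urokinase receptor PLAUR (-1.24, standard error 0.11, adjusted p = 0.0363) and endothelin EDN1 (-1.74, standard error 0.23, adjusted p = 0.0436). Of 24 genes of coagulation and fibrinolysis, PLAUR and PLAT were called as higher late (8 higher late and 1 higher early over the list alone). Of 30 matrix proteases and inhibitors, PLAT and ADAMTS1 were called as higher late (8 higher late and 2 higher early over the list alone). All 13 tested replication-dependent histone genes had higher values late, with a median log2 fold change of -1.98, and 3 were called, HIST1H1C, HIST1H2BK and HIST2H2BE (9 over the list alone). The list tests gave adjusted p = 2.84e-06 for endothelial markers, 4.52e-07 for secreted factors, 8.36e-05 for coagulation, 0.00596 for matrix proteases and 3.12e-07 for histones. With an estimated correlation, each of these 5 lists had adjusted p = 0.541.

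In early passages, 4 of 20 smooth muscle and contractile genes were called as higher (9 higher and 2 lower over the list alone), LMOD1, which nucleates actin in smooth muscle (1.70, standard error 0.14, adjusted p = 0.0287), LDB3 (2.05), FBXL22 (3.02) and the transcription factor SRF (0.73). Of 40 genes of the integrated stress response, 37 had higher values early, with a median log2 fold change of 0.50, but only INHBE, an inhibin subunit gene, was called (2.83, standard error 0.35, adjusted p = 0.0436, and 4 genes over the list alone). Of 87 cytoplasmic ribosomal protein genes, 74 had higher values early, with a median of 0.29, and 0 were called singly by edgeR over all genes or over the list alone. The list tests gave adjusted p = 2.13e-05, 7.06e-07 and 5.40e-06, and with an estimated correlation adjusted p = 0.846, 0.892 and 0.541. For the first 2 of these lists the difference comes mostly from passage 10. Against each gene's mean over the 6 passages, contractile genes had a median of 0.43 in passage 4, 0.36 in passage 6, 0.21 in passage 9 and -0.59 in passage 10, and stress response genes 0.46, 0.41, 0.27 and -0.37. Without passage 10 the lists had adjusted p = 0.0112 and 0.0109, and without passage 9 adjusted p = 7.83e-08 and 1.40e-13. Genes of endoplasmic reticulum stress were slightly higher late as a list (median -0.27, adjusted p = 0.0458, and adjusted p = 0.895 with an estimated correlation), with 0 of 25 members called (3 higher late over the list alone). That list call is lost without passage 4 (0.0759), 6 (0.198) or 9 (0.469).

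The other 26 lists were not called, with adjusted p from 0.0661 to 0.978. Of these, G2 and M phase genes (51 genes) and S phase genes (42 genes) had 0 members called by edgeR, over all genes or over the list alone, but passages 9 and 10 differed in opposite directions. Without passage 9 both lists were called as higher early (adjusted p = 1.05e-22 and 1.06e-11), and without passage 10 as higher late (adjusted p = 1.59e-06 and 1.37e-10). G1/S checkpoint genes had 1 of 46 called as higher early and 3 as higher late (CCND1, CCND3 and HDAC9), with 8 and 7 over the list alone. Counts over a list alone are not set against other genes. Of all 13755 genes tested, 3761 had an unadjusted p under 0.05 in edgeR, so such counts by themselves show no enrichment. CCND1, cyclin D1, was 5.01-fold higher late (-2.32, standard error 0.28, adjusted p = 0.0436). The single-gene calls named here are lost without passage 4 and without passage 6, with adjusted p of at least 0.141 and 0.1, both of LMO2.

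**Figure D3:**
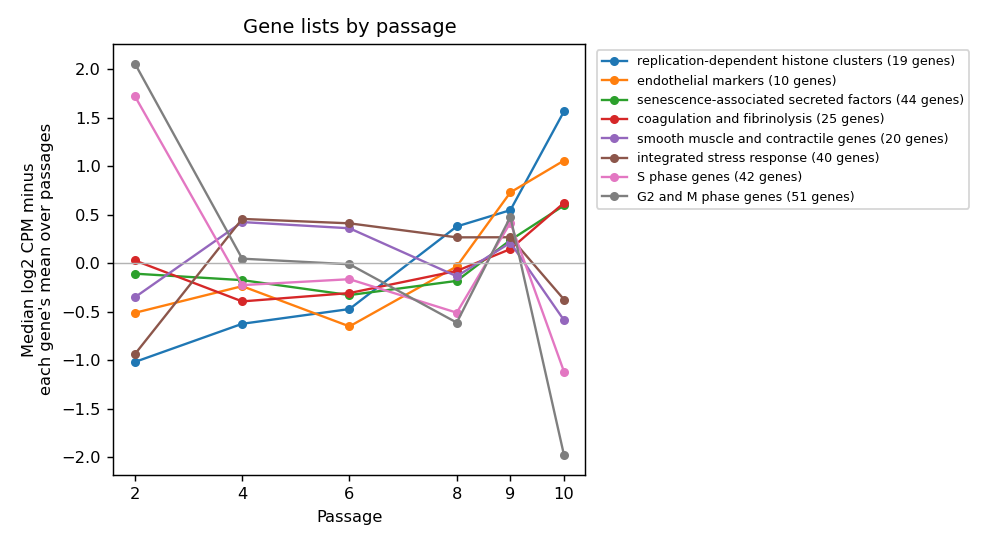
Median over the genes of a list of log2 CPM minus each gene's mean over the 6 passages, against passage, for 8 gene lists. Each point is 1 library. Histone, endothelial, secreted factor and coagulation genes are highest in passage 10, and the S phase and the G2 and M phase genes are highest in passage 2 and lowest in passage 10.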

The 532 differently expressed genes were analyzed by Ingenuity Pathway Analysis (IPA) and they were found to be present in a variety of pathways (Fig. 3). We also compared the 532 genes identified by RNA-Seq to the 155 genes recognized in our previous study as being highly correlated with BMSC age or time in culture as determined by microarray gene expression analysis [10]. From this comparison, we identified 49 genes present in both data sets (Additional file 2: Table S2). Among these, PLAT had the largest fold change in early passage BMSCs in the current RNA-Seq data set. 

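Of the 49 genes the paper lists in Table S2, 21 were called between early and late passages, 15 of 32 with higher expression late and 6 of 17 with higher expression early. All 49 had the direction of the table and an unadjusted p under 0.05. PCDH10, a protocadherin of cell contacts, was 9.82-fold higher late (-3.29, standard error 0.29, adjusted p = 0.0346 from edgeR), and TMEM119 and DDIT4L, an inhibitor of mTOR signalling (standard error 0.31, adjusted p = 0.0358), were higher early. MYOZ2, a sarcomeric protein (-2.93, standard error 0.72, adjusted p = 0.0896, from 4 and 10 raw counts early), and the non-coding RNA SFTA1P (-3.15, standard error 0.87, adjusted p = 0.109) did not pass. The paper chose these genes on these libraries, so the counts are not independent evidence of their direction. Without passage 4 and without passage 6 PCDH10 had adjusted p = 0.286 and 0.163.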

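PLAT, tissue plasminogen activator, a protease that converts plasminogen to plasmin, was 13.0-fold higher in late than in early passages. Its log2 fold change was -3.69 (standard error 0.46, adjusted p = 0.0436 from edgeR), the largest in size among the 32 genes of the table with higher expression late and rank 2 of all 49, after TMEM119. PLAT lies on chromosome 8 from 42032236 to 42065227. The call is lost without passage 4 (adjusted p = 0.286), without passage 6 (0.15) and without passage 10 (0.0618).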

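RUNX2, the transcription factor that commits stromal cells to the osteoblast lineage, was 3.16-fold higher in early than in late passages. It lies on chromosome 6 from 45295894 to 45632086. Its normalized counts were 819 in passage 2, 998 in passage 4, 757 in passage 6, 668 in passage 8, 264 in passage 9 and 292 in passage 10 (1.67, standard error 0.18, adjusted p = 0.0422 from edgeR). Of 30 listed genes of the FGF pathway, RUNX2 and FGFR2 were called as higher early, and 5 as higher late, among them the feedback inhibitors SPRY2 (-1.45, standard error 0.13, adjusted p = 0.0339), SPRY4 (-1.16, standard error 0.14, adjusted p = 0.0424) and the phosphatase DUSP4 (-3.43, standard error 0.42, adjusted p = 0.0436). Over the list alone, 3 were higher early and 15 higher late, and the list was higher late as a group (camera, adjusted p = 0.00245, and adjusted p = 0.541 with an estimated correlation). The growth factors FGF2 (-0.54, adjusted p = 0.0911) and FGF5 (-0.70, adjusted p = 0.0653) and the receptor FGFR1 (-0.44, adjusted p = 0.0822) did not pass. Of 20 tested osteogenic genes, RUNX2 and TMEM119 were called as higher early and the growth factor BMP2 as higher late (-2.63, standard error 0.36, adjusted p = 0.0436), with 6 and 3 over the list alone, and the list was not called (camera, adjusted p = 0.0758, but 0.00816 without passage 6).

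The list call of the FGF pathway is lost without passage 6 (adjusted p = 0.0524). RUNX2 had adjusted p = 0.352 without passage 4 and 0.15 without passage 6.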

The 49 genes also included Runt Related Transcription Factor 2 (RUNX2), a gene associated with bone marrow stromal cell osteogenesis and a key gene in the Fibroblast Growth Factor (FGF) pathway.

**Fig. 3:**
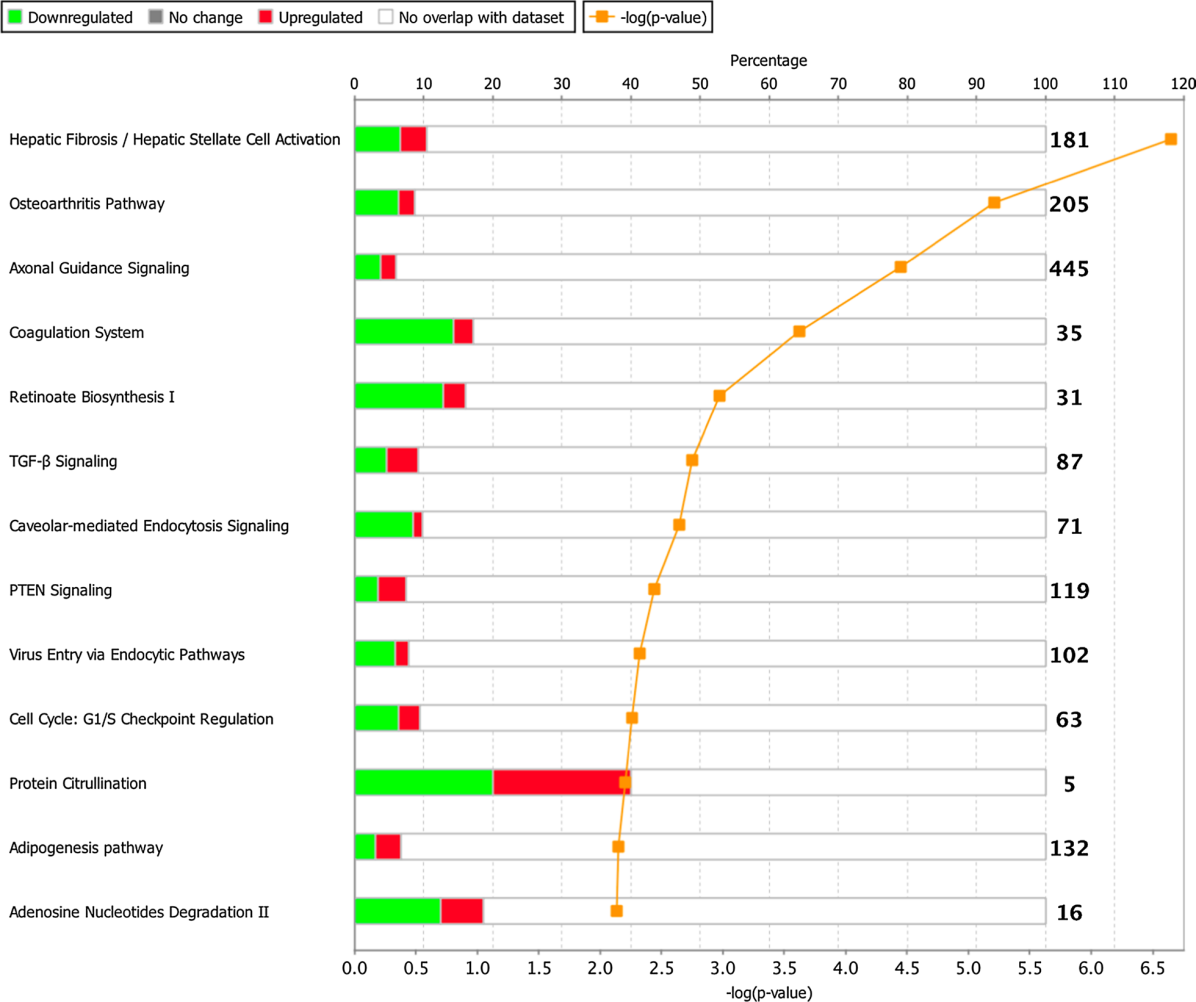
Ingenuity Pathway Analysis (IPA) of 532 genes differently expressed among early and late passage BMSCs. Unseparated BMSCs were analyzed by RNA sequencing. The transcriptome of early passage BMSCs, passages 4 and 6, was compared with the transcriptome of late passage BMSCs, passages 9 and 10, and 523 genes were found to be differentially expressed (adjusted p value < 0.01, log2 fold change > 1). The 532 genes were subjected to IPA analysis

### Analysis of single BMSCs using RNA-Seq

#### Single cell transcriptome analysis reveals BMSC subpopulations change with passage

The analysis of unseparated BMSCs showed that RNA-Seq and microarray gene expression analysis yielded consistent results and led us to analyze BMSCs with single cell mRNA next generation sequencing. We performed single cell RNA-Seq analysis on five selected BMSC passages. Analysis of unseparated BMSCs revealed that passage 2 cells were outliers in both RNA-Seq and microarray platforms. This may be because the passage 2 cells were thawed and cultured for 48 h. 

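In passage 2, genes of the cell cycle had higher values than in passages 4 and 6. The median over 42 S phase genes was 4.19-fold above the mean of passages 4 and 6, with 42 of 42 members higher, and the median over 51 G2 and M phase genes was 4.08-fold above, with 51 of 51 higher. Lower in passage 2 were genes of the integrated stress response, by a median of -1.42 on the log2 scale (39 of 40 lower), collagens, by -0.84 (25 of 34), and contractile genes, by -0.70 (17 of 20). Each of these medians but that of the contractile genes lay outside all 10000 random lists of matched expression. For contractile genes 0.0200% of the random lists were as low. Since the genes of a list can move together and those of a random list are unrelated, this is no test between passages. Passage 2 lay 117 from passage 8, 116 from passage 9 and 142 from passage 10 in Euclidean distance, and its distance to its nearest neighbour was 1.23 times the largest such distance of any other passage.

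Between passage 2 and the early passages, edgeR called 1 of 14391 entries at an adjusted p under 0.01 and a log2 fold change over 1, with 3072 at an unadjusted p under 0.05, and DESeq2 called 490. The 1 entry belongs to a gene with several copies in the annotation, and 0 were called once copies were summed. Without passage 9 the count was 770 and without passage 10 it was 765, and it was 0 without passage 4 or 6.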

We therefore used passage 3 instead of passage 2 for single cell RNA-Seq analysis. Upon harvesting passage 10 BMSCs, we also found that they had various cell morphologies and sizes, which resulted in low single cell capture efficiency. Thus, they were also excluded from this analysis.

We first evaluated the overall distribution of all passages analyzed by single cell whole transcriptome RNA-Seq using a 3D Diffusion map visualization of 209 individual cells, color-coded by passage number (Fig. 4a). This analysis showed spatial overlap or clustering of passage 4, passage 6 and passage 8 cells. Passages 3 and 9 were mostly isolated from the other passages. For passage 3 cells, some were uniquely separate from all others while some overlapped with passages 4 and 6 cells. All of passage 9 cells were separate from the other cells. These results are comparable to those obtained by the analysis of unseparated BMSCs.

**Fig. 4:**
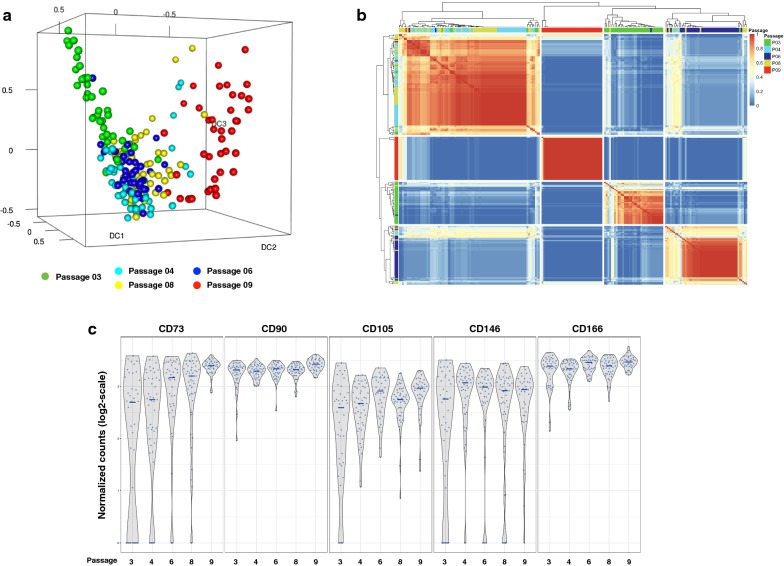
Single cell transcriptome analysis of passages 3, 4, 6, 8 and 9 BMSCs. BMSCs from each passage were separated using a microfluidics platform and were analyzed using RNA-Sequencing. The results were analyzed using 3D Diffusion map visualization (**a**) and similarity matrix (**b**). The expression of stromal cell markers CD73, CD90, CD105, CD146 and CD166 on single cells are shown in **c**. Passage 3 cells are shown in green, passage 4 cells in light blue, passage 6 cells in dark blue, passage 8 cells in yellow, and passage 9 cells in red

The single cell RNA-Seq data were analyzed using 209 × 209 consensus matrix assessing similarity of cells through cluster analysis (Fig. 4b). The 209 columns and rows represent the 209 individual cells that were analyzed in pair-wise comparisons for similarity. Similarity was scored from 0 (blue) to 1 (red) after analyzing clustering results from all potential parameters, where 0 means the pair in question is never in the same cluster and 1 means they are always in the same cluster. The matrix was also organized by hierarchical clustering. Most cells clustered according to their passage number. A few cells were grouped with cells from other passages. A small assorted group was also present with cells from many different passages.

Overall, there were two major clusters; one cluster of primarily passages 4 and 8 cells and a second cluster of passages 3, 6 and 9 cells. Within the latter, there were three subgroups; one subgroup of mostly passage 9 cells, one subgroup of mostly passage 3 cells and one subgroup of mostly passage 6 cells. Since these results differed somewhat from our unseparated cell results, we elected to further evaluate the BMSC subpopulations by assessing expression of specific markers in single BMSCs across passages.

#### Expression of BMSC markers by single cells

The expression of classic BMSC markers evaluated on unseparated BMSCs were also investigated at the single cell level among five passages (Fig. 4c). The expression of positive markers (CD73, CD90, CD105, CD146 and CD166) as determined by single cell RNA-Seq showed a similar trend as the unseparated cell analysis (Fig. 2a), but a few early passage cells did not express CD73, CD105 and CD146. Single cell analysis found that the expression of CD45, CD34 and CD14 was very low and CD11b was not expressed by any of the cells tested (data not shown). This indicated that analysis of BMSCs by single cell RNA-Seq and unseparated cell RNA-Seq yielded similar results.

#### Identification of genes predictive of BMSC passage number

Next, we used the single cell RNA-Seq data to identify genes that predicted BMSC time in culture or passage number. The binary classification algorithm, based on the mean gene expression for each cluster, was used for gene expression rankings to generate marker predictions. Predictions were assessed with receiver operating characteristic (ROC) curves and Wilcoxon signed rank test for p-values. The resulting genes that meet marker gene definitions of area under the ROC curve (AUROC) > 0.85 and p-value < 0.01 are shown in Fig. 5. The matrix also shows the log-transformed expression values for each gene. 10 passage-associated genes were identified.

**Fig. 5:**
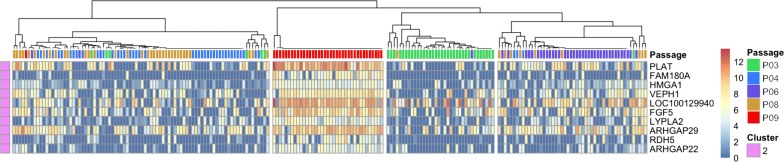
Hierarchical clustering analysis of the expression of 10 genes predictive of single BMSC time in culture. The binary classification algorithm, based on the mean gene expression for each cluster, was used for gene expression rankings to generate marker predictions which were assessed with receiver operating characteristic (ROC) curves and Wilcoxon signed rank test for p-values. The resulting 10 genes that meet marker gene definitions of area under the ROC curve (AUROC) > 0.85 and p-value < 0.01 are shown. The expressions of these 10 genes among single BMSCs from passages 3, 4, 6, 8 and 9 were analyzed by hierarchical clustering analysis

#### Markers of late BMSC passages

We reviewed the expression of all 10 passage predictive genes. For all 10 genes, the expression of each of the genes by single cells from early passages was less than the expression by single cells from late passages (Additional file 3: Figure S1). Among the 10 passage predictive genes, the expression of Plasminogen Activator, Tissue Type (PLAT), was the most elevated in passage 9 cells, making it a potential marker for BMSC subpopulations that were most prominent among late passage cells. PLAT expression was assessed across all five passages using the single cell RNA-Seq data (Fig. 6a). As the passage number increased, the mean expression level of PLAT and the number of cells expressing PLAT both increased significantly. Analysis of PLAT expression of unseparated cells by RNA-Seq data showed a similar trend (Fig. 6b). In addition, the RNA-Seq data revealed that PLAT had the largest fold change (Additional file 1: Table S1), demonstrating that it is a key gene associated with a subpopulation more prevalent in late passage BMSCs and that it is a potential marker for BMSC senescence.

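PLAT had more normalized counts at each successive passage. It had 3305 in passage 2, 3674 in passage 4, 7532 in passage 6, 19325 in passage 8, 55928 in passage 9 and 89732 in passage 10, which is 24.4-fold from passage 4 to passage 10. The slope over the 6 passages was 0.62 per passage on the log2 scale (standard error 0.08, adjusted p = 0.0175 from edgeR). At these depths the counting intervals are narrow, 3163 to 3452 in passage 2 and 89177 to 90290 in passage 10. Of 44 factors secreted by senescent cells, 5 rose with passage (11 rose and 3 fell over the list alone), among them IGFBP6, an insulin-like growth factor binding protein (0.17 per passage, standard error 0.02, adjusted p = 0.0170). The list rose as a group (camera, adjusted p = 0.000371, and adjusted p = 0.594 with an estimated correlation). The slope of PLAT missed the threshold without passage 10 (adjusted p = 0.0762), as did the list (0.206) and IGFBP6 (0.0720, and 0.0557 without passage 8). Of 25 tested senescence markers, 3 rose with passage and 1 fell (7 and 4 over the list alone), and that list was not called in the slope. Between early and late passages it was not called either (camera, adjusted p = 0.755). That list mixes genes that mark senescence by rising, such as CDKN2A, with genes that mark it by falling, such as HMGB1, the 1 that fell. A test for a shared direction therefore cannot decide on senescence.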

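By the difference between late and early mean normalized counts, PLAT ranked 5 of 26807 genes. By the size of the log2 fold change it ranked 45 of 13701 single-copy genes in edgeR. In the paper's Table S1 it ranks 10 of 532. PLAU, the urokinase gene, had a smaller difference between early and late passages, with a log2 fold change of -1.68 (standard error 0.41, adjusted p = 0.0884 from edgeR). The paper's case for PLAT starts from its single-cell data, which were not analysed here. There, PLAT was among the genes predictive of passage, and its mean level and the number of cells expressing it rose with passage. The paper draws on these data, the trend in unseparated cells and the size of the change. It concludes that PLAT is a key gene of a subpopulation that is more prevalent in late passage BMSCs. It also proposes PLAT as a potential marker of BMSC senescence.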

**Fig. 6:**
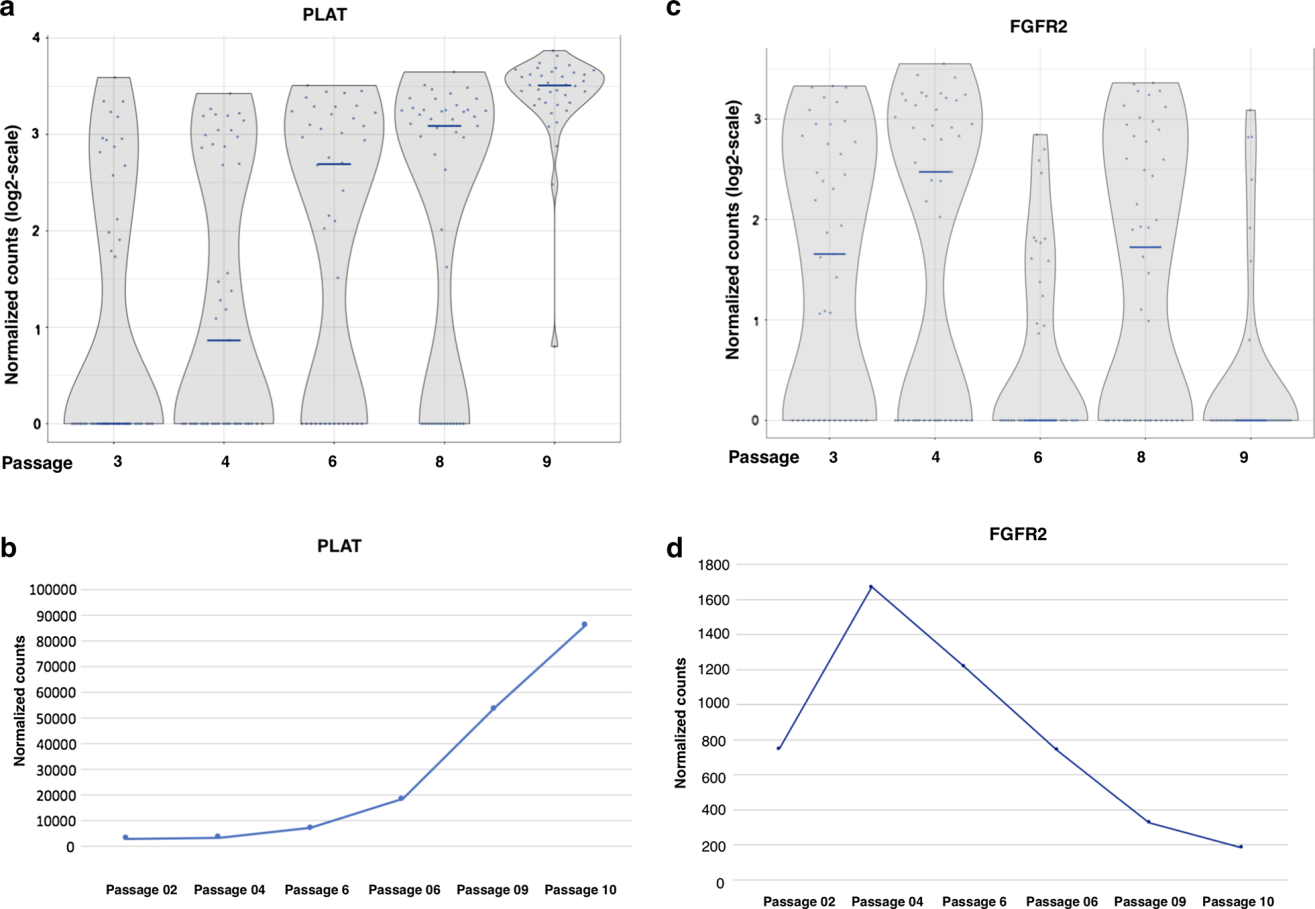
The expression of PLAT and FGFR2 by single BMSCs RNA-seq from passages 3, 4, 6, 8 and 9. The expression of a gene more highly expressed in late passage BMSCs, PLAT, was assessed by single cell RNA-Sequencing (**a**) and RNA sequencing of unseparated BMSCs (**b**). The expression of FGFR2, which is more highly expressed in early passage BMSCs, was assessed by single cell RNA sequencing (**c**) and sequencing of unseparated BMSCs (**d**). Single cell PLAT expression by each cell was plotted as individual data points and the mean expression level for each passage is shown by a horizontal line

#### Markers for early passage BMSCs

To further understand BMSC single cell subpopulations, we hoped to identify markers with high expression specifically in early passage cells. Since the expression of all 10 passage predictive genes was greater among late passage single cells, we reviewed the genes whose expression was greater in early passage cells as determined by RNA-Seq analysis of unseparated BMSCs. 

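FGFR2, a receptor tyrosine kinase for fibroblast growth factors, and ITGB8, the integrin beta 8 subunit that takes part in activating latent TGF-beta, fell in late passages of unseparated BMSCs. Mean FGFR2 expression was 5.67-fold and mean ITGB8 expression 5.51-fold higher in early passages. The log2 fold change was 2.5 for FGFR2 (standard error 0.33, adjusted p = 0.0436 from edgeR) and 2.47 for ITGB8 (standard error 0.13, adjusted p = 0.0275). ITGB8 had 1045 in passage 2, 1576 in passage 4, 1367 in passage 6, 834 in passage 8, 273 in passage 9 and 261 in passage 10 (normalized counts). Among 24 integrin genes, ITGB8 was the 1 called as higher early, and ITGA2, ITGA4 (-1.23, standard error 0.17, adjusted p = 0.0445) and ITGB6 were called as higher late. The integrins were not called as a list (camera, adjusted p = 0.311), with 1 higher early and 7 higher late over the list alone.

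FGFR2 lies on chromosome 10 from 123237846 to 123357972 and ITGB8 on chromosome 7 from 20370325 to 20455377. Without passage 4 and without passage 6 the adjusted p were 0.369 and 0.187 for FGFR2 and 0.128 and 0.0945 for ITGB8.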

Among the genes whose expression was increased most in early passage BMSC, we identified Fibroblast Growth Receptor 2 (FGFR2), VCAM1, Integrin Subunit Beta 8 (ITGB8) (Table 1) and RUNX2 (Additional file 1: Table S1) as potential markers.

Both FGFR2 and RUNX2 are involved in bone formation and belong to the FGF pathway. Coutu et al. showed FGF-2 protects skeletal stem cells from senescence and helps to maintain their stem cell characteristics [15]. Our previous paper revealed that BMSCs cultured with FGF-2 had better bone formation ability [16]. RUNX2 is a well-studied and downstream gene in the FGF pathway. This suggested that FGFR2 and RUNX2 may be important markers of BMSC skeletal stem cells and early passage BMSCs.

All four markers (FGFR2, RUNX2, VCAM1 and ITGB8) were expressed by some but not all single BMSCs. 

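In unseparated BMSCs, FGFR2 had 786 in passage 2, 1753 in passage 4, 1276 in passage 6, 779 in passage 8, 342 in passage 9 and 192 in passage 10 (normalized counts). The 95% intervals of passage 6 (1210 to 1345) and passage 8 (717 to 845) do not overlap, so passage 8 lay below passage 6 beyond counting error. The slope over the 6 passages was -0.31 per passage (standard error 0.12, adjusted p = 0.151 from edgeR). The related receptors FGFR3 and FGFR4 had at most 45.2 and 19.5 normalized counts in any passage. FGFR3 had a log2 fold change of -0.79 (adjusted p = 0.646) and FGFR4 one of 0.78 (adjusted p = 0.420).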

Evaluation of FGFR2 expression by single BMSCs using RNA-Seq found that its expression among single BMSCs increased from passages 3 to 4, fell from passages 4 to 6 and then increased again in passage 8 before falling to very low levels in passage 9 as determined by single cell RNA-Seq (Fig. 6c) and bulk cell RNA-Seq analysis (Fig. 6d). The proportion of cells expressing RUNX2 and intensity of expression of reactive cells decreased with passage number (Fig. 7a). The proportion of cells expressing ITGB8 was similar for all passages and the intensity of expression of ITGB8 was slightly greater among passage 6 cells compared to the other passages and was least in passage 9 cells (Fig. 7b). For all passages, few cells expressed VCAM1, but passage 4 had the greatest proportion of cells that expressed VCAM1 (Fig. 7c). The results of this single cell analysis show that changes in the expression of surface markers are more complex than apparent by analysis of unseparated cells.

**Fig. 7:**
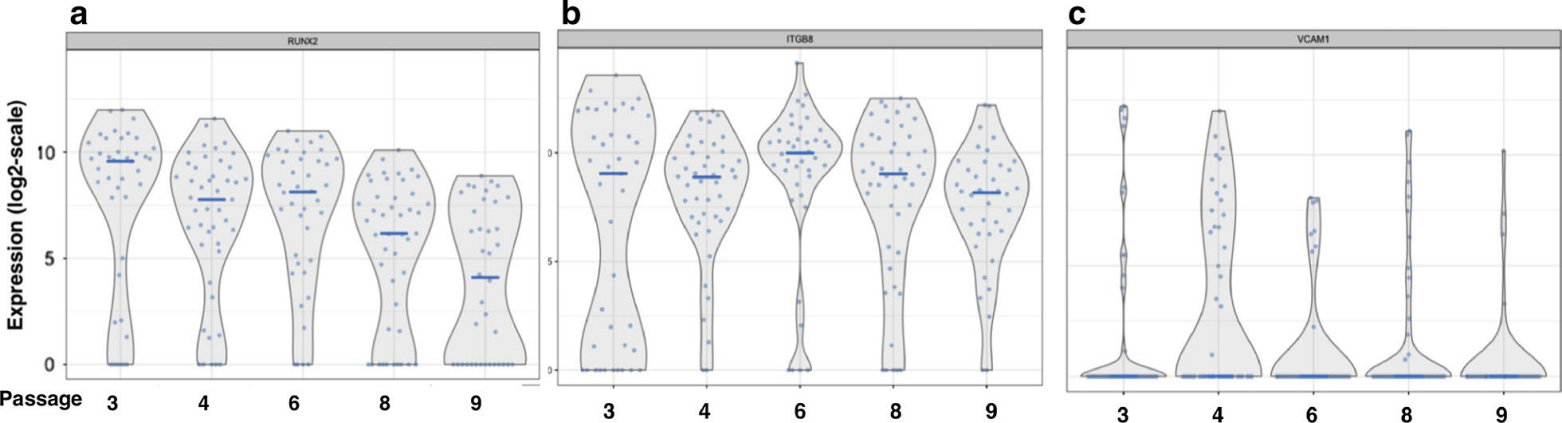
Single cell expression of RUX2, ITGB8 and VCAM1 by BMSCs from passages 3, 4, 6, 8 and 9. The expressions by single BMSCs of three genes whose expression was greater in early passage BMSCs, RUNX2 (**a**), ITGB8 (**b**) and VCAM1 (**c**), are shown

Interestingly, Fibroblast growth factor 5 (FGF-5) showed in Fig. 5 is a secreted heparin-binding growth factor that binds to FGF receptors 1 and 2 (FGFR1 and FGFR2) [17]. The administration of rhFGF5 to tonsil-derived mesenchymal stem cells could increase osteogenic differentiation of Human Tonsil-Derived Mesenchymal Stem Cells [18].

#### BMSC early passage cell subpopulations

The BMSC skeletal stem cell population is poorly characterized but is lost with serial passage of BMSCs. To better characterize the BMSC skeletal stem cell subpopulation, we analyzed single cell RNA-Seq data from matrix cluster 3 cells which were made up primarily of passage 3 cells with some passage 6 cells and one passage 8 cell (Fig. 4b). 3D Diffusion map visualization of cluster 3 cells based on single cell RNA-Seq data is shown in Fig. 8. Groups of cells were separated into Group A, B, and C (Fig. 8). Subpopulation B was the largest and subpopulations A and C were smaller and of approximately equal size. Next, we investigated the expression of markers of early passage BMSCs, FGFR2, RUNX2, VCAM1 and FGF5, and the later passage marker PLAT among the different groups (Fig. 9). Group A had the highest expression of FGFR2 but the lowest of PLAT. Both FGFR2 and PLAT expression levels in Group B were between that of Groups A and C (Figs. 6d, 9). Group A cells also expressed high levels of RUNX2 and low levels of FGF5 and VCAM1; Group C cells expressed high levels of VCAM1 and RUNX2; and Group B cells expressed high levels of RUNX2, FGF5 and low levels of VCAM1 (Fig. 9 and Table 2).

**Fig. 8:**
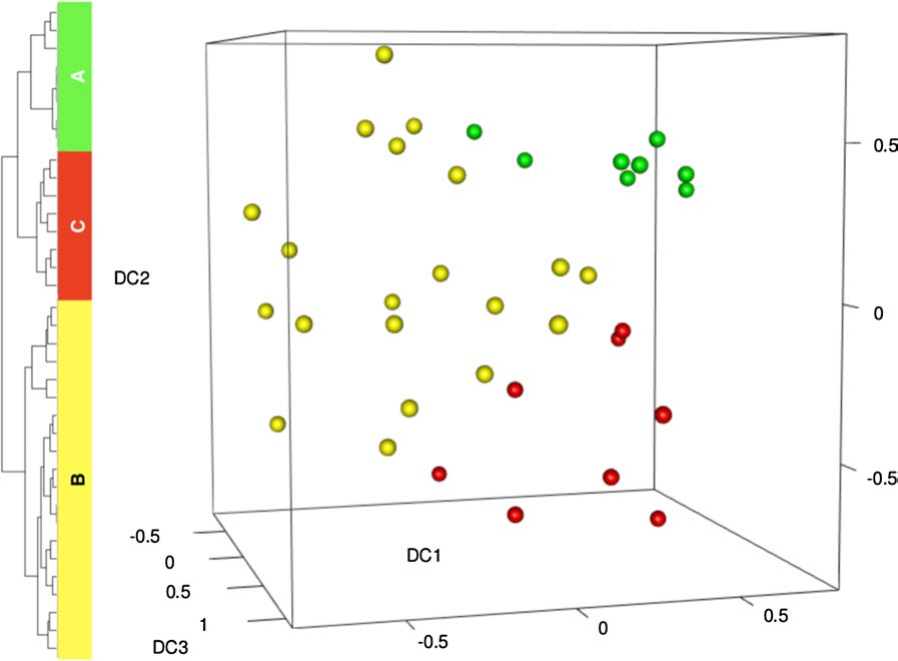
Identification of BMSC subpopulations within passage 3 cells. BMSCs from passage 3 were analyzed by single cell RNA sequencing. The transcriptome of 36 cells was analyzed by 3D Diffusion map visualization, and 3 BMSC subpopulations were identified. Cells in subpopulation A are show in green, subpopulation B in yellow, and subpopulation C in red

**Fig. 9:**
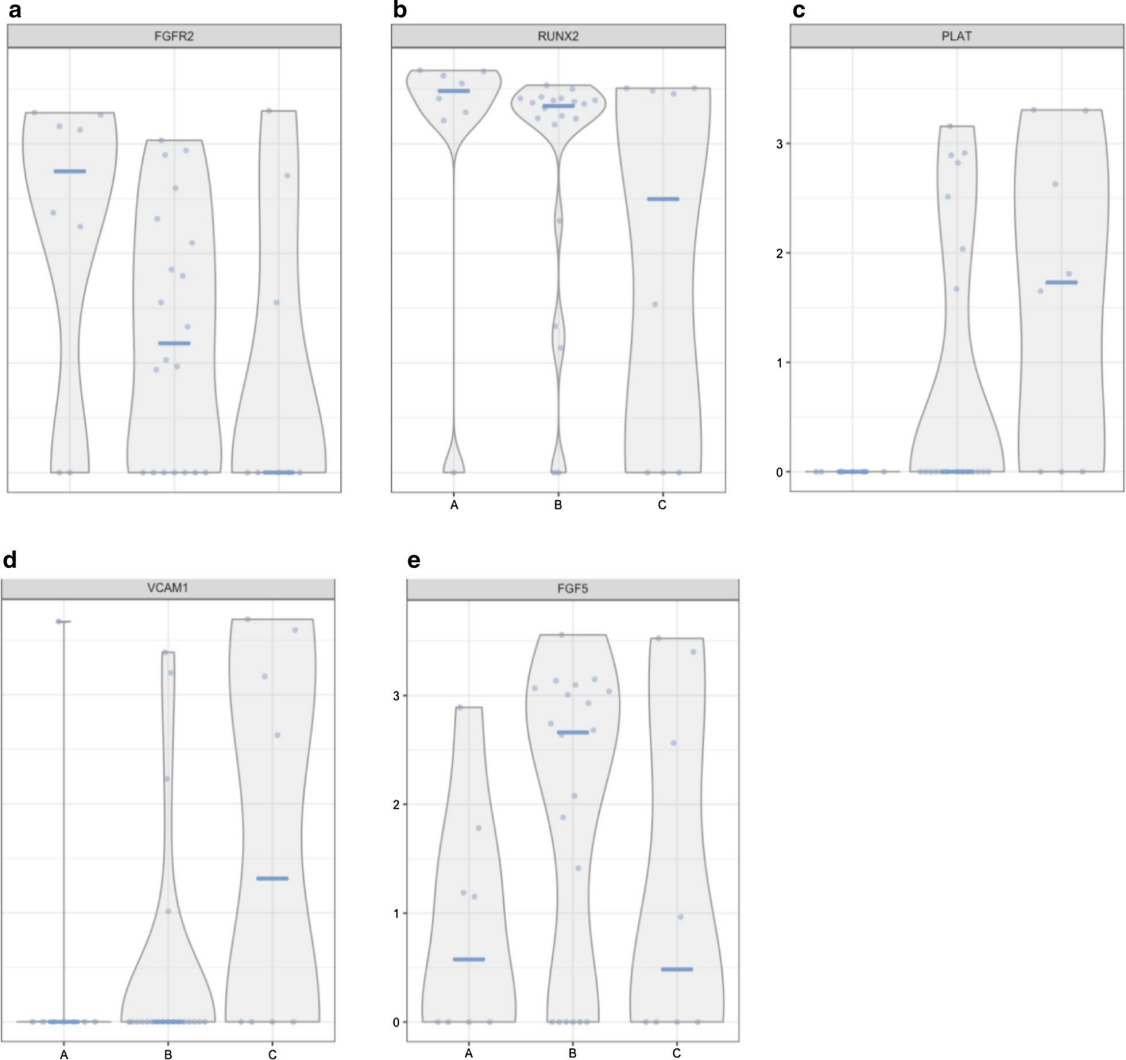
Expression of markers of early and late passage BMSCs by passage 3 subpopulations. The single BMSCs in subpopulations A, B and C of passage 3 BMSCs were analyzed for the expression of early passage BMSC markers, FGFR2 (**a**) and RUNX2 (**b**), and late passage markers, PLAT (**c**) and VCAM1 (**d**). The subpopulations were also analyzed for the expression of the FGFR2 related gene, FGF5 (**e**)

**Table 2:** Expression of FGFR2, RUNX2, FGF5, VCAM1, PLAT and ITGB8 by single cells in cluster 3

Gene	Cell group		
	A	B	C
FGFR2	4+	2+	0
RUNX2	4+	4+	3+
FGF5	1+	3+	1+
VCAM1	0	0	2+
PLAT	0	0	3+

We also probed passage 9 cells for the presence of these three BMSC subpopulations and discovered that they consist of a mostly uniform population with high PLAT expression and no FGFR2 expression.

## Discussion

This study showed that transcriptomes of single BMSCs can be analyzed by RNA-Seq. We first showed the results of global transcriptome analysis of unseparated BMSCs using RNA-Seq and microarrays yielded similar results. The analysis of serial passages of unseparated BMSCs using RNA-Seq and microarrays resulted in a similar separation of BMSC passages and yielded similar sets of genes that characterized early and late BMSC passages.

The analysis of several BMSC passages from the same healthy subject using single cell RNA-Seq yielded slightly different results from the analysis of unseparated cells. While the analysis of serial passages of unseparated BMSCs by RNA-Seq found distinct differences among each passage, single cell analysis found considerable overlap in the transcriptome of cells from some passages. While cells from very early and very late passages, namely passages 3 and 9, were distinct from other passages, there was considerable overlap among cells from the middle passages, passages 4, 6 and 8.

The RNA-Seq analysis identified FGFR2 as a marker of early passage BMSCs and PLAT as a marker of late passage BMSCs. FGFR2 is one of the receptors in the FGFR family, which includes FGFR1, FGFR2, FGFR3, and FGFR4. The main function of FGFR family is to regulate FGF signaling pathway, and FGF signaling contributes to cell self-renewal, senescence and osteogenesis in stem cells [19]. The higher sensitivity of next generation sequencing likely contributed to discovering the expression change in FGFR2. The single cell RNA-seq analysis found that with increased time in culture, the expression of FGFR2 decreased. While most single BMSCs in all passages expressed the MSC markers CD90 (THY1), CD73 (NT5E), CD105 (ENG), and CD166 (ALCAM), a portion of BMSCs did not express FGFR2, regardless of passage number and among passage 9 BMSCs only a few cells expressed FGFR2. This suggests that FGFR2 is a marker of the skeletal stem cell. This is supported by our previous study which showed that adding FGF-2 during BMSC expansion enhanced in vivo osteogenic capacity [16].

The analysis of the transcriptome of single BMSCs from early passage BMSCs allowed for the identification and partial characterization of three distinct BMSC subpopulations. One subpopulation was characterized by the strong expression of FGFR2 and weak FGF5 and lack of expression of PLAT. Since FGFR2 was more likely to be expressed by early passage cells and PLAT by late passage cells and since FGFR2 is involved in osteogenesis, this subpopulation may be skeletal stem cells. A second and the largest BMSC subpopulation expressed lower levels of FGFR2 but higher levels of FGF5 and low levels of PLAT. This subpopulation may represent differentiating skeletal stem cell progenitors. A third BMSC subpopulation was characterized by strong expression of PLAT and VCAM1, but lower levels of FGF5 and no FGF2. Because VCAM1 promotes angiogenesis, this subpopulation may be involved with angiogenesis.

## Conclusion

This study demonstrated that single cell RNA sequencing technology can be used with BMSCs. We used single cell RNA sequencing to characterize the changes that occur in BMSCs associated with time in culture. The study is limited by the fact that cells from a single healthy subject were studied. Additional studies are needed which include BMSCs from a greater number of subjects. Furthermore, new, more robust platforms for single cell RNA sequencing will allow for better characterization of these BMSC subpopulations. However, the results of this study were consistent enough to identify BMSC subpopulations and partially characterized them.

## Additional files

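Table S1 lists 532 genes, 225 with a positive log2 fold change of early minus late passages and 307 with a negative one. In the deposited counts, 530 could be tested. All 530 had the direction of the table, an unadjusted p under 0.05 in edgeR and both early libraries on one side of both late libraries. At an adjusted p under 0.05, 243 were called, 90 higher early and 153 higher late. The genes were selected on the same libraries, so this is not independent evidence of their direction. Across the 530 genes, Pearson's r between the fold changes of the table and those of edgeR was 0.940, and between the table and DESeq2 with a normal prior 1.00, with a median absolute difference of 0.00289 (genes are not independent replicates). Of the 543 genes that DESeq2 with the normal prior called at the paper's thresholds, 530 are in the table.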

**Additional file 1: Table S1.** Gene list.

**Additional file 2: Table S2.** Gene list.

**Additional file 3: Figure S1.** Gene expressions in single cells.

## Abbreviations

BMSC: bone marrow stromal cells
PCA: principle component analysis
RNA-Seq: ribonucleic acid sequencing

# Supplementary material for: Single cell sequencing reveals gene expression signatures associated with bone marrow stromal cell subpopulations and time in culture
**Source:** J Transl Med. 2019 Jan 11;17:23. doi: 10.1186/s12967-018-1766-2
**Supplement:** Supplementary file 2 — Additional file 2: Table S2. Gene list.

**Additional File 2 Table S2**: 49 genes common between data set of genes highly correlated with BMSC age and time in culture and data set of 532 differentially expressed genes when comparing early vs late BMSC passages.

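Table S2 gives the genes of Table S1 that also follow BMSC age or time in culture in an earlier data set of the authors. The values of that earlier data set are not among the data used here. In the deposited counts each of the 49 genes had an absolute log2 fold change of at least 1.10 between early and late passages. The paper selected them on these same libraries at a log2 fold change over 1, so this is not independent evidence of a change.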

How the deposited data were processed for this re-analysis (not part of the article)

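Bulk RNA of BMSCs was measured by RNA sequencing in 6 libraries, each from 1 passage (2, 4 and 6, then 8 to 10) of a culture from 1 donor. According to the paper's methods and the submitters' processing notes, the authors converted base calls to reads, trimmed them in Partek Flow, aligned them with STAR to the hg19 genome and quantified RefSeq transcripts with the Partek E/M method. The deposited values are expected counts (estimated counts) per gene, as deposited by the authors without normalization. They were rounded to whole counts. Gene positions come from a GRCh37 annotation, in which 23911 of the used symbols (89.2%) were found directly or by a synonym. The paper compared the passages with DESeq2 and pcaExplorer. Its microarray, flow cytometry and single-cell data were not analysed. Results for a few single genes are not reported here.

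XIST, TSIX, the genes of the Y chromosome and the genes shared between both sex chromosomes were removed before any step, because the cells come from a donor. The last of these groups was added after the data were seen. Of the 26951 entries per library, 26807 were used. Among these, 213 entries belong to 101 genes with more than 1 copy in the annotation. Their reads are divided among the copies by the authors' quantification, and such genes were kept out of the gene lists and are not named, a choice made after the data were seen.

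Total counts were 17800552 in passage 2, 32761973 in passage 4, 36810893 in passage 6, 24899892 in passage 8, 54803070 in passage 9 and 37576609 in passage 10. The largest is 3.08 times the smallest. Between 15948 and 16834 entries had a count. TMM factors ranged from 0.916 in passage 4 to 1.16 in passage 2. A count of 0 allows up to 3 counts in a library.

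Early passages (4 and 6) were compared with late passages (9 and 10) in edgeR 4.0.16 (TMM, filterByExpr with a minimum count of 10, quasi-likelihood F test with robust estimates) under R 4.3.3. The standard error was taken as the absolute log2 fold change divided by the square root of F. The common dispersion was 0.0463 over the 4 libraries, a coefficient of variation of 0.215. Passages 8 and 2 were compared with the groups in 1 fit of all 6 libraries, where each is a single library assumed to vary like the pairs. The slope on passage number was fitted over all 6 libraries. Distances, principal components and clustering used log2 CPM with a prior count of 2. Gene lists were tested with camera of limma 3.58.1 at a preset correlation of 0.01, and their medians were compared with 10000 random lists matched on 20 bins of expression. DESeq2 1.42.0 was run as an alternative. Tables and plots were made with Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.

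The tests were tried on simulated counts of the same size and dispersion. Of 100 genes changed by 1 on the log2 scale, 38 were called at an adjusted p under 0.05 and 18 at one under 0.01, and of 100 changed by 3, 96 and 96. Of the unchanged genes among 13793, 19 and 4 were called. Of 200 genes with a slope of 0.3 per passage, 186 were called, with 7 unchanged genes called. Both changed lists and 0 of 35 unchanged lists were called (camera). The simulated genes varied independently of each other, so this does not cover genes that move together, in lists or in the position of passage 8. In the data 0 genes reached an adjusted p under 0.01 (smallest 0.0246 in edgeR), although some changed by more than 3. The simulated shares of genes called therefore do not carry over to the data. In the data the estimated correlation was 0.914 for G2 and M phase genes and 0.882 for S phase genes, against the preset 0.01. With passage 8 simulated at the early level and midway, its median position was 0.0133 and 0.510.

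The named genes were set by a rule: every gene the paper names for unseparated cells and those of Table 1, FGF5 and RUNX2, whose values in the paper's tables had been seen, the 12 largest changes in each direction among called genes with both early libraries on one side of both late libraries, up to 4 called members per gene list with the smallest p, the 6 smallest p of the slope in each direction, and the 4 largest changes in each direction among the genes of Table S2. The rule took the paper's thresholds for the largest changes and for the position of passage 8. Since no gene passed them in edgeR, an adjusted p under 0.05 was used instead, a choice made after the result was seen. Genes called between passage 2 or passage 8 and the groups were to be named too, but no single-copy gene was called there.

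The 37 gene lists were chosen before the deposited counts were examined, but after values in the paper's tables had been seen. They cover stromal, hematopoietic, leukocyte, endothelial, contractile and pericyte markers. They also cover differentiation, hematopoietic support, the cell cycle, senescence, signalling, stress, metabolism, matrix, adhesion, immune, histone and ribosomal genes. Alternatives were other scaling factors, other filters, DESeq2 with and without a normal prior, another quasi-likelihood version, glmTreat, thinned counts, all libraries in 1 fit, passage 8 added to either group, cumulative days in place of passage number, other distances, an estimated correlation or fry for lists, each library left out in turn and, added after the data were seen, copies of a gene summed and another pair of thresholds.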

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

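Both tests of S phase genes against the histone genes and both tests of the cell cycle genes in passage 10 were chosen only after the results were seen, as was the summing of copies as an alternative.

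Replication-dependent histone genes, which the paper does not discuss as a group, were higher in late passages (camera, adjusted p = 3.12e-07, and adjusted p = 0.541 with an estimated correlation). Integrated stress response genes, which the paper does not discuss, were higher in early passages (adjusted p = 7.06e-07, and adjusted p = 0.892 with an estimated correlation). G2 and M phase genes, also not discussed as a group, had a falling slope on passage (adjusted p = 7.99e-20, and adjusted p = 0.509 with an estimated correlation, or 0.00392 without passage 2 at the preset correlation). The fall was not steady. Against each gene's mean over the 6 passages, their median was 2.06 in passage 2, 0.05 in passage 4 and -0.01 in passage 6. It was -0.61 in passage 8, rose to 0.48 in passage 9 and was -1.98 in passage 10. They drew attention as groups that the paper does not discuss, though its Table 1 holds HIST1H1C and INHBE as single genes.

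The first pattern is the difference of 347 genes between early and late passages at an adjusted p under 0.05 in edgeR. Passages 9 and 10 were cultured for 8 days and passages 4, 6 and 8 for 5 days. Between early (0) and late (1), the median position of passage 8 was 0.369 over the genes higher early and 0.374 over those higher late. Passage 2, which had no 8-day interval either, lay at 0.397 and at 0.179. Over the genes higher early, the position is thus no move particular to passage 8. Over those higher late, passage 8 lay closer to the late level than passage 2 did. A library without the longer interval thus need not lie at 0, and each of these is a single library. Whether the interval was the whole cause therefore stays open. After thinning to equal totals the count was 1.18 times as large, which argues against depth. Only 3 splits of the 4 libraries exist (1 with as many genes, the real one), too few for a share under 0.05, with 347 genes in the real split and 0 at most in the others. For the 6 called genes with copies, reads divided among copies cannot be told apart from a change, since 33.3% stay called once copies are summed, while 337 of 338 single-copy genes do. Passage number and age in culture go together in this single culture, so no biological explanation could be separated from them, and the calls rest on passages 4 and 6, with 8 genes without passage 4, 2 without passage 6, 3749 without passage 9 and 1845 without passage 10.

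The second pattern is the rise of replication-dependent histone genes, whose RNA mostly lacks a poly(A) tail. Less complete removal of such RNA in the late libraries stays open: the median log2 fold change of other RNAs without a tail was 1.98, higher early, but only 2 such RNAs were expressed. More cells in S phase is argued against for passage 10, where S phase genes had a median log2 ratio of -0.93 over early passages (quartiles -1.70 and -0.40) and histone genes one of 1.88, and passage 8 had S phase genes lower too (-0.25). In passage 9, where histone genes had a median of 1.07, S phase genes were higher too (0.66). In passage 2, however, S phase genes were higher than in passages 4 and 6 by a median of 2.07 (42 of 42 higher). Histone genes were not (-0.16, 7 of 19 higher). Whether more cells in S phase had a part in the rise in passage 9 thus cannot be decided from these single libraries. A change in histone expression during culture is a biological candidate explanation that was not tested separately.

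The third pattern is the lower level of cell cycle genes in passage 10 than in passage 9, with 50 of 51 G2 and M phase genes lower (5.46-fold at the median) and 41 of 42 S phase genes (3.28-fold). Depth is argued against by the median log2 ratio of the G2 and M phase genes after thinning, -2.38. A few genes taking most of the counts are argued against by the share of the 10 most abundant genes, 14.8% of the counts in passage 10 and 17.2% in passage 9. Fewer dividing cells in passage 10 may be the reason, a hypothesis from these 2 libraries, without a replicate of either passage, that was not tested further. A handling difference of 1 culture stays open as well.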

How the results depend on the processing

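Summing the copies of a gene and the threshold pair of an adjusted p under 0.05 with a log2 fold change over 1 were chosen after the data were seen. All 347 genes called at an adjusted p under 0.05 kept their direction in each setting that measured them, except 1 of 341 with copies summed.

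At the paper's thresholds edgeR called 0 genes between early and late passages, 2 with no filter, 4 with passage 8 added to the early group, 650 with DESeq2 and 543 with its normal prior. Looser thresholds gave 347 (adjusted p under 0.05) and 269 (with a log2 fold change over 1). At an adjusted p under 0.05 the count was 578 with no filter, 2000 with DESeq2, 1968 with its normal prior, 2 with glmTreat against a log2 fold change of 1 and 0 with passage 8 added to the late group, where 2371 genes had an unadjusted p under 0.05 in edgeR. Other scalings, filters and thinning kept it within 1.5 times. At the paper's thresholds, edgeR with DESeq2 size factors still called 0 genes and with no filter 2, while DESeq2 on the same libraries called 650. That gap thus goes with the test, not with the scaling or the filter. Why the other settings differed was not tested.

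Leaving out 1 library leaves 1 in a group, assumed to vary like the other group. The count at the paper's thresholds then ranged from 0 without passage 4 (or 6) to 806 without passage 9, and that at an adjusted p under 0.05 from 2 without passage 6 to 3749 without passage 9. Of the 347 genes, 345 were also called without passage 9, 343 without passage 10 and 0 without passage 4 or 6. Passages 4 and 6 differed by less than passages 9 and 10 did, with 497 and 1341 genes over 2-fold apart.

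Between passage 8 and early passages the count of 0 became 1 with no filter and 17 with DESeq2, and 0 to 7 with 1 library left out (highest without passage 9). Against late passages 0 became 2 with no filter, 1 with thinned counts and 79 with DESeq2, and 0 to 55 with 1 library left out (highest without passage 9). For passage 2 against early passages the 1 entry became 490 with DESeq2, 0 with copies summed, and 0 to 770 with 1 library left out (highest without passage 9). The slope was called for 746 genes, 1875 with DESeq2, and from 35 without passage 10 to 950 without passage 2. The cause was not tested.

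The position of passage 8 for genes higher late was 0.438 over the genes of Table S1. The distance of passage 8 to early over that to late passages was 0.781, or 0.512 by 1 minus Spearman correlation, another scale. The late pair ratio was 1.02 over the 500 most variable genes. Of 37 lists, 11 were called between early and late passages, 0 with an estimated correlation and 0 by fry, and 11 to 15 with 1 library left out. In the slope 10 were called, 0 with an estimated correlation and 8 to 13 with 1 library left out.

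Over the named genes and alternatives, no call reversed. For early minus late, 2207 of 2903 values were the same, 489 lost and 205 gained a call and 2 moved. For the slope, 2233 of 2774 values were the same, 396 lost and 133 gained a call and 12 moved. For single lists between early and late, 241 of 296 values were the same, 26 lost and 11 gained a call and 18 moved. For single lists in the slope, 234 of 296 values were the same, 25 lost and 15 gained a call and 22 moved. Normalized counts moved beyond the counting interval in 145 of 780 values. No paired analysis was possible because the passages share no replicate numbers. Below about 3 counts a library shows nothing, so genes with few early counts have a wide counting interval and no exact fold.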

Differences from the paper's values

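The error used to set values apart, the larger of the spread between the 2 libraries of a group and the paper's standard error, was fixed after the values were seen, as were the counting intervals for genes with few counts. The paper counts 532 differentially expressed genes between early and late passages at an adjusted p under 0.01 and a log2 fold change over 1. At these thresholds edgeR called 0, with 3761 at an unadjusted p under 0.05. Among the alternatives set before the data were examined, DESeq2 (650) and DESeq2 with a normal prior (543) came within 1.5 times of the paper's count, and all others stayed outside it, from 0 to 74 genes except for 806 without passage 9 and 347 at an adjusted p under 0.05 with no fold threshold.

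For 25 of 49 compared genes of Table 1, the log2 fold change differed from the paper's by more than the error. With DESeq2 and a normal prior, which shrinks fold changes toward 0, all 25 came within it. Over 530 genes of Table S1, that setting had a median absolute difference of 0.00289 from the paper's values. The edgeR values are not shrunk in that way, so the differences below set 2 unlike quantities side by side. Other alternatives that did so are given with the values, and all remaining ones stayed outside. Values here were 4.10 for CRISPLD2 (the paper's 3.44), 2.93 for TSPAN18 (the paper's 2.39), 3.44 for DES (the paper's 1.97) and -3.35 for MYPN (the paper's -2.57), and passage 8 added to the early group, passage 8 added to the late group, a fit without passage 4 and a fit without passage 10 came within the error. In edgeR the log2 fold change was 4.16 for BZRAP1 (the paper's 3.44), 3.16 for RCOR2 (the paper's 2.02), 3.02 for FBXL22 (the paper's 1.94), -5.58 for DHRS9 (the paper's -2.77), -4.53 for PRSS3 (the paper's -2.53) and -3.80 for CXCL8 (the paper's -2.53), and no alternative besides the normal prior did. Fold changes here were 4.26 for HR (the paper's 3.36) and -4.44 for LMO2 (the paper's -3.52), and passage 8 added to the early group, passage 8 added to the late group and a fit without passage 4 came within the error. The fitted change was 3.41 for DDIT4L (the paper's 2.88), and DESeq2 size factors in edgeR, no filter, DESeq2, all 6 libraries in 1 fit, passage 8 added to the early group, a fit without passage 4 and a fit without passage 10 came within the error. On the log2 scale it was 3.42 for KRT23 (the paper's 2.73) and -3.01 for SHANK2 (the paper's -2.61), and passage 8 added to the late group came within the error. Values here were 2.37 for ARHGAP28 (the paper's 1.89) and -3.21 for BMP6 (the paper's -2.61), and passage 8 added to the early group, passage 8 added to the late group, a fit without passage 4 and a fit without passage 9 came within the error.

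In edgeR the log2 fold change was -4.93 for ESM1 (the paper's -4.06) and -3.43 for DUSP4 (the paper's -2.57), and passage 8 added to the early group, passage 8 added to the late group and a fit without passage 10 came within the error. Fold changes here were -4.13 for MYCT1 (the paper's -3.22) and -5.65 for LINC01468 (the paper's -3.05), and passage 8 added to the early group came within the error. The fitted change was -5.23 for IL13RA2 (the paper's -2.51), and passage 8 added to the late group and a fit without passage 6 came within the error. On the log2 scale it was -3.09 for P2RX5 (the paper's -2.38), and upper quartile factors, the stricter filter, passage 8 added to the early group, passage 8 added to the late group, a fit without passage 4 and a fit without passage 9 came within the error. Values here were -3.02 for LIPG (the paper's -2.18), and passage 8 added to the early group and a fit without passage 10 came within the error. In edgeR the log2 fold change was -2.79 for CALB2 (the paper's -2.15), and passage 8 added to the early group, passage 8 added to the late group, a fit without passage 6 and a fit without passage 9 came within the error.

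Among these, LINC01468 and DHRS9 rest on 4 early counts each and IL13RA2 on 5. Summed over each group, their log2 ratios with 95% counting intervals were -5.72 (-7.60 to -4.35), -5.61 (-7.49 to -4.23) and -5.31 (-6.94 to -4.07). The fitted values above and these ratios are thus no exact folds. The paper's values lie outside these intervals, but DESeq2 with a normal prior, which shrinks folds toward 0 and so gives another quantity than a ratio of counts, gave -3.07, -2.78 and -2.52.

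Other statements differ in direction or rank. The paper states that CD73 increased with each passage, while NT5E had 11544 normalized counts in passage 2 and 6430 in passage 4. THY1 was higher at each step, NT5E at each step after passage 4, and ENG at each step except from passage 4 (17592) to 6 (17376) and from 8 (22833) to 9 (22457), which lie within counting error. It states the same of CD166 through passage 9, while ALCAM had 15897 in passage 2 and 10904 in passage 4. It gives PLAT the largest fold change, while PLAT ranks 10 of 532 in the paper's Table S1 and 45 of 13701 single-copy genes here. For FGFR2 it states a rise at passage 8, also in bulk cells, while passage 6 had 1276 and passage 8 779 normalized counts here.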

Other observations

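Over the 6 passages, 746 genes had a slope on passage number, 461 upward and 285 downward (edgeR, adjusted p under 0.05), which does not require an even change at each step. The count was 372 without passage 4, 74 without passage 6, 56 without passage 8 and 35 without passage 10. ARHGAP29 (0.34 per passage, standard error 0.02, adjusted p = 0.00462), ARHGEF28 (0.35 per passage, standard error 0.02, adjusted p = 0.00462), the glutamate transporter SLC1A1 (0.37 per passage, standard error 0.02, adjusted p = 0.00462), TMEM178B (0.54), the desmosomal protein gene PERP (0.33) and the cytokine IL17D (0.48) rose. ENPP2 (autotaxin, -0.33 per passage, standard error 0.02, adjusted p = 0.00462), BAALC (-0.54) and MDFI (-0.59) fell. These 9 genes were called with each of the 6 libraries left out in turn. SNAP25 (-0.95, adjusted p = 0.0536 without passage 2), TMSB15A (-0.53, adjusted p = 0.0602 without passage 10) and LINC00473, with at most 7 counts after passage 2 (adjusted p = 0.0504 without passage 6, 0.0521 without passage 8 and 0.0525 without passage 10, and not tested without passage 2), were also called as falling. CDKN2A, which encodes the cell cycle inhibitor p16, rose from 325 normalized counts in passage 2 to 1939 in passage 10 (0.28 per passage, standard error 0.04, adjusted p = 0.0212, and adjusted p = 0.0546 without passage 6, 0.0581 without passage 8 and 0.0695 without passage 10), and CXCL12, a chemokine that retains hematopoietic cells, fell from 11958 to 1500 (-0.31 per passage, standard error 0.05, adjusted p = 0.0275, and adjusted p = 0.0645 without passage 6, 0.0532 without passage 8 and 0.0523 without passage 10).

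In the slope, 10 of 37 lists were called (camera), but 0 with an estimated correlation. Of 51 G2 and M phase genes, 3 fell over all genes and 41 over the list alone, the first being LBR (adjusted p = 0.0558 without passage 6, 0.0546 without passage 8 and 0.0695 without passage 10), NCAPD2 (adjusted p = 0.0690 without passage 2, 0.0660 without passage 6, 0.0703 without passage 8 and 0.126 without passage 10) and ANP32E (adjusted p = 0.0734 without passage 2, 0.0721 without passage 6, 0.0700 without passage 8 and 0.127 without passage 10). That list had adjusted p = 0.509 with an estimated correlation, and its median level was higher in passage 9 than in passages 4, 6 and 8. Of 42 S phase genes CDCA7 fell (adjusted p = 0.104 without passage 2, 0.0762 without passage 6, 0.0753 without passage 8 and 0.1 without passage 10), 41 had a negative slope, and the list had adjusted p = 2.38e-11 (0.594 with an estimated correlation and 0.288 without passage 2). Histone genes rose, 10 of 19 (11 up and 1 down over the list alone, adjusted p = 4.30e-11, and adjusted p = 0.501 with an estimated correlation). Matrix proteases and inhibitors rose, 5 of 33 (10 up and 1 down over the list alone, adjusted p = 3.24e-05, and adjusted p = 0.467 with an estimated correlation). Endothelial markers rose, 3 of the 10 tested among 24 listed (5 up and 1 down over the list alone, adjusted p = 0.00228, and adjusted p = 0.509 with an estimated correlation).

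Secreted factors of senescent cells rose, 5 of 44 (11 up and 3 down over the list alone, adjusted p = 0.000371, 0.594 with an estimated correlation and 0.206 without passage 10). Coagulation genes (adjusted p = 0.00573, 0.509 with an estimated correlation, and 0.135 without passage 10), retinoid metabolism (0.0370, 0.501 with an estimated correlation, 0.695 without passage 2 and 0.0611 without passage 8) and stromal markers (0.0468, 0.501 with an estimated correlation, 0.0888 without passage 4, 0.0517 without passage 6, 0.115 without passage 9 and 0.0650 without passage 10) rose as lists. Ribosomal protein genes fell (0.0359, 0.864 with an estimated correlation, 0.110 without passage 4, 0.0526 without passage 6, 0.115 without passage 9 and 0.206 without passage 10). The other 27 lists had adjusted p from 0.0667 to 0.880. The integrated stress response was not called (0.271), but fell without passage 2 (3.45e-10) and rose without passage 4 (0.00620) or 10 (3.23e-05).

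From passage 9 to passage 10 other lists also differed, without replicates of either passage. Integrated stress response genes had a median of -0.59 (39 of 40 lower) and contractile genes one of -0.68 (18 of 20 lower). Hypoxia and glycolysis genes had one of 0.38 (29 of 32 higher) and coagulation genes one of 0.62 (18 of 25 higher). All 4 medians lay outside the 10000 random lists of matched expression. Those lists hold unrelated genes, so genes that move together can lie outside them without a difference that would repeat.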
